# Single cell transcriptomics of Atlantic salmon (*Salmo salar* L.) liver reveals cellular heterogeneity and immunological responses to challenge by *Aeromonas salmonicida*

**DOI:** 10.3389/fimmu.2022.984799

**Published:** 2022-08-24

**Authors:** Richard S. Taylor, Rose Ruiz Daniels, Ross Dobie, Shahmir Naseer, Thomas C. Clark, Neil C. Henderson, Pierre Boudinot, Samuel A.M. Martin, Daniel J. Macqueen

**Keywords:** liver, single cell transcriptomics, bacterial infection, salmonid fish, immune-metabolism cross talk

## Abstract

The liver is a multitasking organ with essential functions for vertebrate health spanning metabolism and immunity. In contrast to mammals, our understanding of liver cellular heterogeneity and its role in regulating immunological status remains poorly defined in fishes. Addressing this knowledge gap, we generated a transcriptomic atlas of 47,432 nuclei isolated from the liver of Atlantic salmon (*Salmo salar* L.) contrasting control fish with those challenged with a pathogenic strain of *Aeromonas salmonicida*, a problematic bacterial pathogen in global aquaculture. We identified the major liver cell types and their sub-populations, revealing poor conservation of many hepatic cell marker genes utilized in mammals, while identifying novel heterogeneity within the hepatocyte, lymphoid, and myeloid lineages. This included polyploid hepatocytes, multiple T cell populations including γδ T cells, and candidate populations of monocytes/macrophages and dendritic cells. A dominant hepatocyte population radically remodeled its transcriptome following infection to activate the acute phase response and other defense functions, while repressing routine functions such as metabolism. These defense-specialized hepatocytes showed strong activation of genes controlling protein synthesis and secretion, presumably to support the release of acute phase proteins into circulation. The infection response further involved up-regulation of numerous genes in an immune-cell specific manner, reflecting functions in pathogen recognition and killing, antigen presentation, phagocytosis, regulation of inflammation, B cell differentiation and T cell activation. Overall, this study greatly enhances our understanding of the multifaceted role played by liver immune and non-immune cells in host defense and metabolic remodeling following infection and provides many novel cell-specific marker genes to empower future studies of this organ in fishes.

## Introduction

The vertebrate liver is a multitasking organ with diverse physiological functions, including nutrient metabolism, transport and storage, growth signaling, endocrine regulation, and immunity (1). In mammals, these roles are performed by the cooperative actions of several distinct cell types including hepatocytes, cholangiocytes (epithelial cells of the bile duct), stellate cells, Kupffer cells (resident liver macrophages) and lymphocytes (1). Recent advances in single cell transcriptomics have revealed functional heterogeneity within the major hepatic cell types of mammals (2, 3), providing insights into liver spatial organization (4, 5) while revealing cellular and molecular drivers of disease and malignancy states (6, 7).

The adult liver of all vertebrates contains both immune and non-immune cells with important immunological functions (2, 7–9) that support immune homeostasis and tolerance (10) and the generation of inflammatory responses upon pathogen challenge, leading to secretion of acute phase proteins (APPs) into circulation by hepatocytes (7, 11). The liver is the major site of haematopoiesis in the mammalian fetus and hence an important organ for early immune cell development (12), though this feature is not conserved in fishes (13). The multifaceted functions of the liver must demand tight coordination of different cell types to achieve appropriate responses to prevailing physiological and environmental conditions, inclusive of immune system status following pathogen challenge. Immunological functions may need to be prioritized at the cost of investment into metabolic functions in such scenarios (14). In this regard, the role of the liver in co-regulating metabolism and immunity makes it an interesting organ to understand the coordinated responses of different cell types following pathogenic challenge.

Bulk RNA-Seq and proteomics have been widely applied to understand liver functions in commercially important fishes. For example, in Atlantic salmon (*Salmo salar* L.), which is among the most important aquaculture species globally (15), such work has uncovered the role of this organ in innate immune defense and the acute phase response (11, 16). In the biomedical model zebrafish (*Danio rerio*), single cell transcriptomics has recently been used to reveal hepatic cellular heterogeneity, including within the hepatocyte, myeloid and lymphoid lineages (17, 18). However, zebrafish are distantly related to salmonids, leaving a gap in knowledge on the role of liver cellular heterogeneity in this key group of fishes, where such information can be applied to understand and manipulate health and immune traits relevant to sustainable aquaculture and food production.

The aim of this study was to reveal the major cell lineages within the liver of Atlantic salmon and uncover the role of hepatic cellular heterogeneity in the host response to bacterial infection. Using single-nuclei RNA-Seq (snRNA-Seq), we report a comprehensive single cell transcriptomic atlas of the Atlantic salmon liver, identifying novel heterogeneity across multiple hepatic cell types. By comparing cell-specific responses in control animals to those challenged with *Aeromonas salmonicida*, we uncover a dramatic transcriptomic remodeling of hepatocytes that underpins the acute phase response, alongside major changes in gene expression specific to distinct immune cell populations.

## Materials and methods

### Disease challenge and sampling

Animal work was carried out in compliance with the Animals (Scientific Procedures) Act 1986 under Home Office license PFF8CC5BE and was approved by the ethics committee of the University of Aberdeen. Atlantic salmon were kept in 250 L freshwater tanks at aquarium facilities of the University of Aberdeen. Water temperature was maintained at 14°C and fish were fed a commercial pellet diet at 2% body weight per day. After two weeks, twenty fish were anaesthetized using 2-phenoxyethanol (2.5 mL in 10L water/0.0025% v/v) and given an intraperitoneal injection of either PBS (0.5 mL) (n=10), or the pathogenic Hooke strain of *A. salmonicida* (2 × 10^5^ colony-forming units/mL in PBS; 0.5 mL/fish) (n=10). Sampling was performed 24 h post-injection (after ref 11). All twenty fish were killed using a Schedule 1 method following anesthesia overdose using 2-phenoxyethanol (0.1% v/v) and destruction of the brain. Fish were immediately sampled, with liver samples (approx. 100mg) flash frozen on dry ice before storage at -80°C prior to snRNA-Seq library construction. Separate liver samples were placed in 1.5ml of Tri Reagent (Sigma-Aldrich) and used for quantitative PCR (qPCR) to validate the expected response in infected fish.

### Validation of immune response by qPCR

qPCR validation was performed on the twenty liver samples (comparing n=10 control vs. n=10 infected animals) to confirm an inflammatory response in the infected fish. RNA was extracted from 100 mg liver tissue using 1 mL Trizol reagent. The tissue homogenization was performed using two Tungsten Carbide Beads (Qiagen) (3 mm) on a Tissuelyser II (Qiagen) at a frequency of 30.0 I/sec for 2.5 min. 200 µl of chloroform (Sigma-Aldrich) was added and the mixture centrifuged at 12,000 g for 20 minutes at 4°C to separate the aqueous phase, which was retained. RNA precipitation was performed using 700 µl of isopropanol (Sigma-Aldrich) and centrifuged at 12,000 g for 20 min at 4°C and washed 3 times with 80% ethanol. The concentration and purity of total RNA was estimated using a NanoDrop 1000 Spectrophotometer (Thermo Scientific). A QuantiTect Reverse Transcription kit (Qiagen) was used to synthesize first-strand cDNA from 1 µg total RNA per sample, with a genomic DNA removal step included, in a total volume of 20 µl. The resulting cDNA was diluted 20-fold (working stock) with RNase/DNase free water. qPCR was performed using primers targeting the APP encoding genes *saa* and *hamp* (11). For normalization of gene expression, primers targeting *rps13* and *rps29* were used (19). qPCR was performed with 2x SYBR Green I (Invitrogen) master mix on a Mx3005P System (Agilent Technologies). Each assay was run in triplicate using 15 µl of reaction mix containing 7.5 µl Brilliant III Ultra-Fast SYBR Green (Agilent Technologies), 500 nM forward and reverse primers and 5 µl of cDNA (2.5 ng of total reverse-transcribed RNA). Assays were run with 1 cycle of 95°C for 3 min, followed by 40 cycles of 95°C for 20 s and 64°C for 20 s. A melting curve (thermal gradient 55°C - 95°C) was used to confirm single qPCR products. Each qPCR plate included two no-template (i.e. water) controls. LinRegPCR (20) was used to establish the efficiency of each assay. Gene expression data were analyzed using GeneX 5.4.3 (MultiD Analysis), correcting for differences in efficiency across genes, before target gene expression was normalized to *rps13* and *rps29* and placed on a scale of relative expression. Separate Kruskal-Wallis tests were performed in Minitab^®^ 17.1.0 to compare gene expression values for *saa* and *hamp* between the control (n=10) and infected (n=10) liver samples.

### snRNA-Seq library construction

Based on the results of qPCR, n=4 samples were taken forward for snRNA-Seq library construction, representing n=2 control fish and n=2 infected fish (see Results; **Supplementary Figure 1**). A protocol adapted from ref (21) was used for nuclear extraction, employing a tween with salt and tris (TST) buffer. Approximately 45 mg of each frozen liver sample was placed in a 6-well tissue culture plate (Stem Cell Technologies) with 1 mL TST (2 mL of 2X ST buffer + 120 µL of 1% Tween-20 + 20 µL of 2% BSA brought up to 4 mL with nuclease-free water). The tissue was minced using Noyes spring scissors for 10 min on ice. The resulting homogenate was filtered through a 40 µm Falcon cell strainer, and a further 1 mL of TST was added to wash the well and filter. The volume was brought up to 5 mL using 3 mL of 1X ST buffer (diluted from 2xST buffer [292 µl of 146 mM NaCl, 100 µl of 10 mM Tris-HCl pH 7.5, 10 µl of 1 mM CaCl_2_, 210 µl of 21 mM MgCl_2_, brought up to 10 mL with nuclease-free water]). The sample was centrifuged at 4°C for 5 min at 500g before the resulting pellet was re-suspended in 1 mL 1X ST buffer and the recovered nuclei were filtered through a 40 µm Falcon cell strainer, Hoechst stained, visually inspected under a fluorescent microscope, and counted using a Bio-Rad TC20. Liver nuclei were processed through the 10X Chromium™ Single Cell Platform using the Chromium™ Single Cell 30 Library and Gel Bead Kit v3.1 and Chromium™ Single Cell A Chip Kit (both 10X Genomics) as per the manufacturer’s protocol. For each sample, the nuclei were loaded into a channel of a Chromium 3’ Chip and partitioned into droplets using the Chromium controller before the captured RNA for each nucleus was barcoded and reverse transcribed. The resulting cDNA was PCR amplified for 14 cycles, fragmented, and size selected before Illumina sequencing adaptor and sample indexes were attached. Libraries were sequenced on a NovaSeq 6000 by Novogene UK Ltd (2x150bp paired end reads).

### Generation of snRNA-Seq count matrix

Raw sequencing data were aligned to the unmasked ICSASG_v2 reference assembly (Ensembl release 104) of the Atlantic salmon genome (22). The analysis was restricted to protein coding genes. Mapping of reads to the genome, assignment of reads to cellular barcodes, and collapsing of unique molecular identifiers (UMIs) was performed with StarSolo v2.7.7a (23). The genome index was generated with standard settings and “*sjdbOverhang*” set to 149. The reads were then mapped with the “STAR” command and following settings: “*soloType=CB_UMI_Simple*”, “*outFilterMultimapNmax = 20*”, “*outMultimapperOrder=random*”, “*soloUMIdedup=1MM_Directional*”, “*soloFeatures = GeneFull*”, “*soloBarcodeReadLength = 0*”, “*outFilterMatchNminOverLread = 0*”, “*soloCellFilter = TopCells 100000*”. The top 100,000 cell barcodes ranked by UMI number were retained to ensure the capture of transcriptionally quiet nuclei, lost when using the automated StarSolo filtering algorithm. Mapping statistics for each snRNA-Seq sample are provided in **Supplementary Table 1**.

### Nuclei filtering and quality control

Nuclei filtering was performed manually on each of the four samples using Seurat v3.1 (24). Ranked barcode plots of UMIs and gene counts were used to identify the lower ‘elbow point’ and cell barcodes with UMI count or gene counts below the elbow point removed as empty droplets. Further steps were used to identify additional empty droplets: the “*SCTransform”* function (25) was used to normalise the data, prior to centering, scaling, principal component analysis (PCA) and high-resolution clustering (using 30 PCs and resolution of 2). Wilcoxon rank sum differential gene expression tests were used to identify up-regulated genes in each cluster (see Methods Section ‘*Differential gene expression tests*’). Cell clusters that both lacked distinguishing markers and had a low median UMI or gene counts (typically 2 median absolute deviations lower than the median across all nuclei) were removed as likely empty droplets or poor-quality nuclei. This process was repeated iteratively on each sample until all such low-quality populations were removed. Likely doublets were identified and removed later in the analysis, after cell identity was established.

### Assignment of cellular identity

Each cell cluster was assigned to one of the major liver cell lineages using *a priori* marker genes (**Supplementary Table 2**). Populations identified as erythrocytes and thrombocytes were not included in downstream analyses due to their likely origin from contaminating blood. Populations identified as hepatocytes, cholangiocytes, mesenchymal cells, endothelial cells, and immune cells were merged into five separate Seurat objects (using the Seurat “*merge*” function) for separate analyses of each cell lineage. Batch effects across samples were removed in each merged object with Harmony (26). Gene annotations were taken from the Ensembl annotation for Atlantic salmon, and in cases where the gene was not assigned a name, the name of the nearest annotated putative orthologue in rainbow trout (*Oncorhynchus mykiss*), zebrafish or mouse (*Mus musculus*) was used, or in some cases informed by BLASTp searches against the NCBI non-redundant database.

For each of the five major liver cell lineages retained, data was log normalised, then scaled and centered, before PCA was performed and used as the input to graph-based clustering, using the established Seurat pipeline. The appropriate number of PCs to use for clustering of each sample to minimise technical noise, was determined through visualisations generated through the “*ElbowPlot*” and “*DimHeatmap*” functions. The resolution parameter in the “*FindClusters*” function was tuned to return biologically meaningful heterogeneity with each cell type. At this stage, a further quality control step was performed to remove doublets from each lineage. Specifically, differential gene expression tests were performed and clusters that exhibited canonical markers (**Supplementary Table 2**) or lineage distinguishing markers (**Supplementary Table 3**) from two distinct cell lineages yet lacked any unique distinguishing marker genes of their own, were removed as likely doublets, before the data was re-clustered. This process was repeated until no doublet populations remained. For the immune cells, the Seurat object was further split into T cell, Myeloid, NK-like, Neutrophil and B cell objects (see Results) and the same process was repeated (using markers in **Supplementary Table 3**) and cell sub-clusters identified, before each object was merged back into a single “immune cell” Seurat object. Finally, all five major lineages were merged into a final global liver cell atlas object, with cell identities retained from the cell lineage specific analyses. We used this strategy as opposed to global clustering, as markedly more biologically meaningful heterogeneity could be established in the cell lineage specific analyses.

### Differential gene expression tests

Throughout this study, differentially expressed genes were defined using the Seurat function “FindAllMarkers”, applying the Wilcoxon rank sum test with default cut-offs (multi-test adjusted p-value < 0.05, log2-fold change > 0.25, with expression of the gene in at least 20% of nuclei in the cluster tested). For the global analyses of major cell types, differential gene expression tests were performed for each defined cluster in turn versus all other nuclei in the dataset as the background. For the hepatocyte-specific analysis we compared each hepatocyte cluster to all other hepatocyte nuclei. For the immune cell nuclei, the comparisons made were between each T cell sub-cluster and all other T cell nuclei, each myeloid sub-cluster and all other myeloid nuclei, and between each of the other immune cell clusters (i.e. NK-like, Neutrophil and B cell clusters) and all other immune cell nuclei. To assess which genes were up-regulated in infection in the defined immune sub-clusters, a differential gene expression test was performed within each cluster to compare nuclei that originated from control vs. infected fish (Wilcoxon rank sum test, p-value < 0.05, log2-fold change > 0.25, with expression of the gene in at least 20% of nuclei from either the infected or control nuclei).

## Results

### Single-nuclei RNA-Seq atlas of the Atlantic salmon liver

Hepatocytes, the major epithelial cell type within the liver, have been underrepresented in mammalian scRNA-Seq analyses (2), which may be caused by damage occurring during the dissociation step. As Atlantic salmon are ectotherms, we were also concerned that enzymatic dissociation (typically done at >30°C) would activate cell stress and heat shock responses. We consequently decided to generate a snRNA-Seq atlas of salmon liver, using nuclei isolated from freshly flash frozen samples, an approach expected to provide an accurate representation of cell diversity (e.g. 27, 28). The profiled liver nuclei were from control fish (n=2) and animals infected by a pathogenic strain of *Aeromonas salmonicida* (n=2), the bacterial agent of furunculosis, a long-standing problem disease in salmonid aquaculture (29). 

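Liver tissue was analysed from 4 Atlantic salmon, 2 control fish (Control 1 and Control 2) and 2 fish injected with the bacterium (Infected 1 and Infected 2), and each fish gave a single library of nuclei without technical repeats. The fish had been picked from 10 per group with their expression of acute phase marker genes in view, so such genes are not independent of the choice of fish. The authors aligned the reads to the ICSASG_v2 genome with StarSolo, counted unique molecular identifiers (UMIs) over exons and introns of 47233 protein coding genes, and deposited these counts without normalisation. Up to 20 alignments per read were allowed, in random order, so the counts of near-identical gene copies are uncertain. The deposited counts of Control 1, Control 2, Infected 1 and Infected 2 summed to 76472901, 56794744, 91988082 and 58412744 UMIs, and covered 115822, 100687, 107139 and 135942 barcodes, most of which are empty droplets holding free RNA. The paper's own totals, in Supplementary Table 1, ran from 58029865 in Control 2 to 94948321 in Infected 1, and the deposited counts are the ones used here. Nuclei were taken as barcodes above a minimum read from the ranked UMI curve of each fish, clustered fish by fish, and named from marker genes, with every gene the paper names held out of the clustering and naming. The counts of all nuclei of a class were then summed per fish, and infected fish were compared with control fish by edgeR's quasi-likelihood test with TMM normalisation, edgeR's filter on low counts and Benjamini-Hochberg adjustment. Here the fish, not the nucleus, was the replicate. With 2 fish against 2, an exact two-sided permutation test cannot go below p = 0.333, and edgeR's test reaches lower values through its model of the counts and by sharing information on the spread across genes. The comparisons, most of the alternatives and the rule for naming genes were set before the data were examined, and what was added later is given as such, whereas the thresholds for removing and naming clusters were adjusted afterwards with the paper's numbers of nuclei in view, before any test of infection was fitted.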

The infected group were sampled 24 hours post *Aeromonas* challenge, previously shown to capture the inflammatory and acute phase response (11). The fish used for sequencing were further selected based on gene expression data using marker genes for the acute phase response (11), which were robustly and significantly up-regulated in the infected group (**Supplementary Figure 1**).

Across all samples, we generated 47,432 nuclei transcriptomes with median UMI and gene counts per nucleus of 2,105 and 1,065, respectively. This was split across control fish as 11,679 and 11,433 nuclei, and *Aeromonas*-challenged fish as 19,148 and 5,172 nuclei, respectively (**Supplementary Table 1**). 

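The UMI minimum was 922 in Control 1, 594 in Control 2, 1248 in Infected 1 and 1038 in Infected 2, from the lower elbow in Control 2 and Infected 2 and from 2 times the median of emptier barcodes, which lay above the elbow, in Control 1 and Infected 1. After low-UMI clusters that resembled free RNA, mixed clusters and blood cells had been removed, 10886 nuclei of Control 1, 11070 of Control 2, 14831 of Infected 1 and 4882 of Infected 2 were named to the liver lineages, 41669 in all. Their median depth was 2272 UMIs and 1154 genes per nucleus. By fish, the median UMI count was 2620, 2241, 1985 and 3053.5 in the same order, so the sum of UMIs in named nuclei ranged from 16812643 in Infected 2 to 32768884 in Infected 1. Clusters without a clear lineage were left out, and these took 11.8% of the barcodes that remained in Infected 1 and 13.4% in Infected 2, against 0.13% in Control 2 and 0 in Control 1.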

The major cell lineages were identified using a guided graph-based clustering strategy (24), with cell identity assigned using *a priori* defined marker genes (**Figures 1A, B**; markers in **Supplementary Table 2**). Hepatocytes comprised most of the profiled nuclei (88.1%), followed by cholangiocytes (4.3%), immune cells (3.5%), mesenchymal cells (2.6%) and endothelial cells (1.5%) (**Supplementary Figure 2**; **Supplementary Table 1**). 

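Of the 41669 nuclei named here, 35638 (85.5%) were hepatocytes, 2151 (5.16%) cholangiocytes, 1627 (3.9%) immune cells, 1333 (3.2%) mesenchymal cells and 920 (2.21%) endothelial cells. Hepatocytes made up 86.2% ± 1.23 of nuclei in control fish and 85.4% ± 1.71 in infected fish (mean ± SD, n = 2 fish per group, exact two-sided permutation test, p = 0.667). Immune cells made up 3.43% ± 0.294 and 4.36% ± 0.196, with both infected fish above both control fish (p = 0.333 by the same exact test, the smallest value it allows). For cholangiocytes, mesenchymal cells and endothelial cells the groups overlapped. Taking the steepest point of the ranked UMI curve in place of the lower elbow moved the immune share most, to 2.59% of nuclei in control fish and 3.1% in infected fish. Infected 2 was then at 2.51%, below Control 1 at 2.52% and Control 2 at 2.65%, and the same exact test gave p = 1.0.

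**Figure D1:**
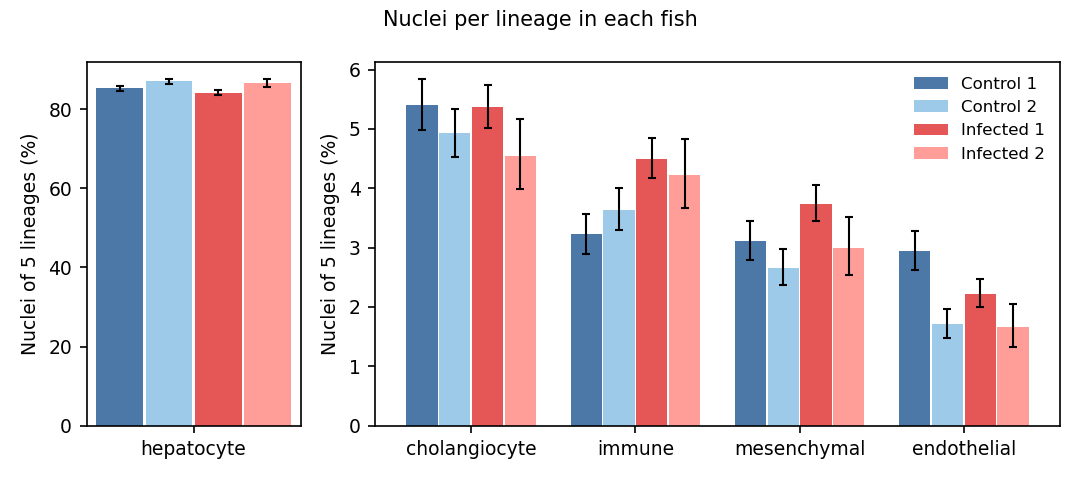
Share of each liver lineage among the named nuclei of each fish, as a percent on a scale that starts at 0, with 95% exact (Clopper-Pearson) binomial intervals that cover counting error only. Hepatocytes are above 80% in all 4 fish, and the immune share is higher in both infected fish than in both control fish.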

Clustering and identification of these major cell lineages was repeatable across individual samples, with each sample contributing a large proportion of the nuclei (**Supplementary Figure 2**). 

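Every lineage was found in every fish when each fish was clustered by itself. Infected 2, the fish with the fewest nuclei, gave 4227 hepatocytes, 222 cholangiocytes, 146 mesenchymal cells, 206 immune cells and 81 endothelial cells. Across the fish, the share of cholangiocytes lay between 4.55% and 5.4%, that of mesenchymal cells between 2.66% and 3.74%, and that of endothelial cells between 1.66% and 2.94%.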

Differential gene expression analysis revealed markers for each major liver cell type (**Figures 1C, D**; **Supplementary Table 3**). 

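Sums per fish of the lineages were compared with edgeR's quasi-likelihood test, each lineage against the mean of the other four, over 12880 genes. Higher expression passed the threshold of 0.05 on the adjusted p for 3669 genes in hepatocytes, 1988 in cholangiocytes, 1944 in mesenchymal cells, 2185 in endothelial cells and 2236 in immune cells. With Control 1 left out, which moved each of these counts most, the genes past the threshold in either direction fell from 2957 to 2053 in mesenchymal cells, from 3783 to 2426 in endothelial cells and from 3813 to 2595 in cholangiocytes. Among the held-out genes of the paper, the mesenchymal markers were 6.65 (reln, ENSSSAG00000052401), 6.45 (col1a1b, ENSSSAG00000069947) and 8.28 (dcn, ENSSSAG00000054907) higher on the log2 scale in their lineage. The endothelial markers kdrl (ENSSSAG00000054371) and egfl7 (ENSSSAG00000079437) were higher by 6.78 and 8.16, and the immune markers ptprc (ENSSSAG00000066666) and dock2 (ENSSSAG00000002740) by 6.12 and 6.16. Hepatocyte markers differed less, with asgrl1 (ENSSSAG00000053611) higher by 1.74, met (ENSSSAG00000071586) by 1.53, mst1 (ENSSSAG00000069123) by 1.39 and tat (ENSSSAG00000007115) by 1.73. All these markers had an adjusted p of at most 1.09e-09 in edgeR's test.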

Marker genes for candidate cell types and sub-populations are hereafter reported according primarily to annotations provided by Ensembl, or in cases where no Ensembl annotation was available, using supplementary BLAST homology searches against the NCBI database to support our inferences. While Ensembl annotation utilizes phylogenetic information to inform homology relationships, it may nonetheless fail to correctly capture orthology of Atlantic salmon genes to mammalian species, particularly for fast evolving and complex gene families. Adding to this challenge, genetic orthology is not a prerequisite for conservation of gene function or expression, which limits our ability to transfer knowledge about cell marker genes from mammalian studies to Atlantic salmon. While the reader must be aware of these caveats, they represent a general issue in functional genomics studies using non-model taxa like salmonids.

**Figure 1:**
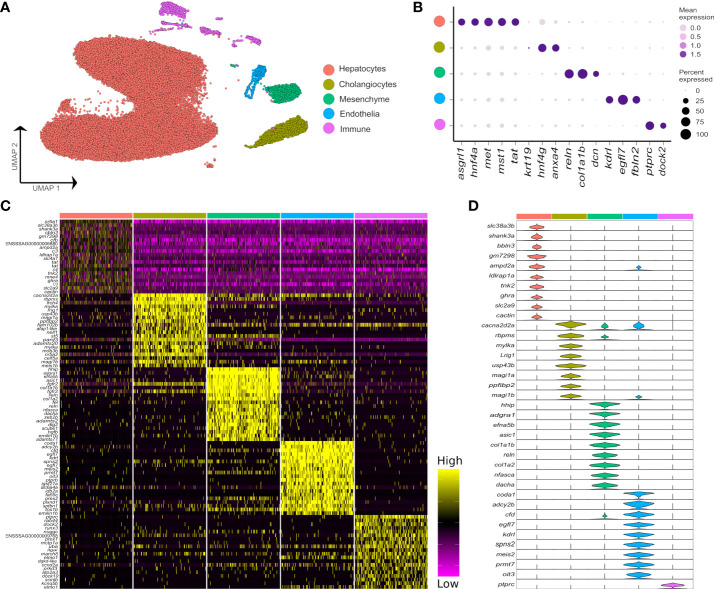
Major cell types in the Atlantic salmon liver defined by 47,982 nuclear transcriptomes. **(A)** UMAP highlighting five main liver cell-type clusters according to *a priori* defined marker genes (see **Supplementary Table 2**). **(B)** Bubble plots showing the expression of *a priori* marker genes for the five main liver cell types, including mean expression (bubble intensity) and percentage of nuclei expressing gene (bubble size). **(C)** Heatmap of the top 20 differentially expressed genes per each liver cell type defined against the background of all other cell types. **(D)** Violin plots demonstrating the expression of the most specific marker genes per each of the main liver cell types (colours are matched to the colours of the 5 cell lineages defined in part **A**).

While it was possible to identify the five major liver cell lineages of Atlantic salmon using orthologues to marker genes defined in mammalian liver scRNA-Seq datasets (e.g. 6), many markers were notably absent or expressed at very low levels in our snRNA-Seq dataset (**Supplementary Figure 3**). For example, Atlantic salmon orthologues of the widely used epithelial marker *Epcam* did not show expression in the cholangiocyte cluster (**Supplementary Figure 3**). Likewise, salmon orthologues of *Pecam1* and *Pdgfrb*, which are excellent markers of mammalian endothelial and mesenchymal cells, were not detected at significant levels in these cell types in our dataset (**Supplementary Figure 3**). These results may be explained by differences in transcriptome composition between snRNA-Seq and scRNA-Seq datasets from liver, as identified in humans (30). 

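Of the 31 salmon orthologues of mammalian lineage markers that the paper displays, 23 had enough counts for the test between lineages, and 20 of these were higher in at least 1 lineage (adjusted p under 0.05 by edgeR). The keratin 19 orthologue ENSSSAG00000045481 had 29 counts in the cholangiocyte nuclei of the 4 fish together and was not tested. The albumin gene alb1 (ENSSSAG00000072037) was abundant in all lineages and did not separate hepatocytes from the others (log2 difference 0.16, adjusted p = 0.0641 by edgeR). It is among the plasma protein genes used below to estimate free RNA, so its counts outside hepatocytes can come from free RNA.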

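The epcam orthologue ENSSSAG00000001412, which the annotation names tacd2, had 434 counts in the cholangiocyte nuclei of the 4 fish, a mean of 125 ± 46.8 CPM (counts scaled to the library size, SD, n = 4 fish). It was higher in cholangiocytes than in the other lineages by 4.31 on the log2 scale (standard error 0.28, adjusted p = 2.51e-13 by edgeR). The other orthologue, ENSSSAG00000067375, had 14 counts in the same nuclei, too few to test.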

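The pecam1 orthologue ENSSSAG00000003562 (peca1 in the annotation) had 151 counts in endothelial nuclei, a mean of 89.2 ± 28.9 CPM (SD, n = 4 fish), and was higher there by 7.62 on the log2 scale (adjusted p = 3.66e-14 by edgeR). Of the pdgfrb orthologues, ENSSSAG00000003134 with 207 counts and ENSSSAG00000046918 with 100 counts in mesenchymal nuclei were higher in that lineage by 4.72 and 7.97 (adjusted p = 7.34e-17 and 9.25e-14 by edgeR). The other two, ENSSSAG00000003963 and ENSSSAG00000061309, were not tested, with 11 and 1 counts in mesenchymal nuclei.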

In support of this idea, *epcam* and *pecam1* were respective markers of cholangiocytes and endothelial cells in a recently published zebrafish scRNA-Seq dataset (31), making it less likely that the lack of expression of these markers in our Atlantic salmon dataset represents a true evolutionary difference between mammals and teleosts. 

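Both cdh5 co-orthologues were counted in endothelial nuclei, ENSSSAG00000041358 at 151 ± 76.2 CPM and ENSSSAG00000062927 at 225 ± 90.8 CPM (SD, n = 4 fish). They were higher there than in the other lineages by 7.01 and 7.45 on the log2 scale (adjusted p = 3.26e-17 and 4.00e-20 by edgeR). In hepatocyte nuclei the hnf4a co-orthologues ENSSSAG00000039922 and ENSSSAG00000052569 were at 332 ± 68.2 CPM and 90.5 ± 27.5 CPM (SD, n = 4 fish), and were higher there by 1.75 and 1.43 (adjusted p = 1.76e-12 and 3.07e-08 by edgeR). Copies of a gene that resemble each other closely share reads, which limits a comparison of their levels.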

Differences in expression were also observed between predicted Atlantic salmon orthologues of mammalian marker genes for the major hepatic cell types, with, for example, only one of two *cdh5* co-orthologues marking the endothelial population, and only one of two *hnf4a* co-orthologues marking hepatocytes (**Supplementary Figure 3**).

Higher resolution clustering captured varying degrees of transcriptomic heterogeneity for each of the five major liver cell types (**Figures 2A, B**; **Supplementary Table 4**), which was consistent across the four samples (**Supplementary Figure 4**). We observed a split of hepatocytes into sub-populations explained largely by infection status, with 75.9% of ‘control-associated’ hepatocytes deriving from control fish and 73.3% of ‘infection-associated’ hepatocytes deriving from *Aeromonas*-challenged fish (expanded in next section). 

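The paper's marker lists of these hepatocyte groups were read in the sums of all hepatocyte nuclei per fish, so that a difference carried by a single fish could be seen. Of the paper's 400 markers of control-associated hepatocytes, 351 (87.8%) were higher in both control fish than in both infected fish. 391 had a lower fitted expression in infected fish, and 140 of them passed the threshold on the adjusted p in edgeR's test. Of the paper's 96 markers of infection-associated hepatocytes, 89 (92.7%) were higher in both infected fish, 96 had a higher fitted expression and 50 passed the threshold. The study chose both lists on these same fish, so the shares are not independent evidence.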

Significant markers for the latter were dominated by genes encoding APPs, many of which were observed to be expressed across all cell types (**Figure 2B**). This is likely a consequence of the numerically dominant hepatocytes (**Figure 1A**) leaking mRNA from highly expressed genes into the ambient RNA. 

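Free RNA was taken from barcodes of the same fish that ranked below 50000 and held at least 100 UMIs. Its share was estimated from 23 plasma protein genes (albumin, apolipoprotein, fibrinogen and transferrin genes), by dividing their share of a lineage's counts by their share in these barcodes. This ratio is an upper limit, since it takes all plasma protein counts as free RNA, and in hepatocytes it also holds their own expression. In Control 1, Control 2, Infected 1 and Infected 2 it was 40.8%, 35.5%, 65.8% and 44.9% of counts in cholangiocytes, 39.2%, 33.8%, 63.7% and 40.6% in mesenchymal cells, 35.8%, 34.6%, 62.5% and 43.4% in endothelial cells, 43.6%, 39.1%, 64.9% and 45.2% in immune cells and 39.8%, 35.1%, 66.4% and 51.1% in hepatocytes. It was higher in both infected fish than in both control fish in every lineage named here, and highest in Infected 1. A barcode of free RNA alone held a mean of 472 UMIs in Control 1, 317 in Control 2 and 409 in Infected 2, and most in Infected 1. Free RNA can thus carry a part of a rise in hepatocytes into the counts of the other cell types, and the shares above are its upper limits.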

Similar examples of this type of leakage can be observed in many liver scRNA-Seq datasets with, for example, hepatocyte expressed genes *Alb* and *Hp* being widely ‘expressed’ across non-hepatocyte cells in past mammalian studies (e.g. 3, 32).

**Figure 2:**
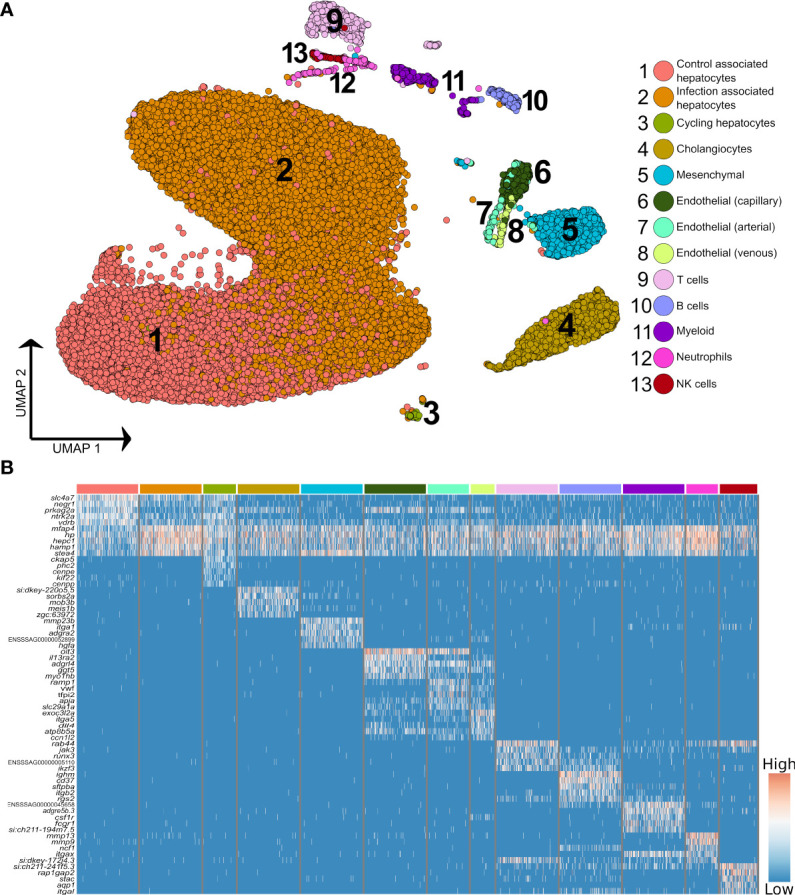
Higher resolution atlas of Atlantic salmon liver cells defined by snRNA-Seq. **(A)** Unbiased graph-based clustering reveals varying heterogeneity levels across the major liver cell types, presented on a UMAP. Each cell population retains the gene signature of the parent lineage (**Supplementary Figure 2**), while also displaying its own distinct transcriptomic profile, presented here as a heatmap **(B)**, inclusive of the top 10 marker genes based on differential gene expression against all other cell clusters. The colour bars above columns on the heatmap illustrate the cell types to which the genes shown were identified as markers (matched to part **A**).

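Immune nuclei were divided into T cells, B cells, NK-like cells, myeloid cells and neutrophil-like cells from marker genes, after removal of mixed nuclei. In Control 1, Control 2, Infected 1 and Infected 2 there were 115, 124, 154 and 65 T cells, 48, 79, 80 and 36 B cells, 19, 41, 23 and 4 NK-like cells, 57, 49, 186 and 59 myeloid cells, and 18, 6, 32 and 1 neutrophil-like cells. NK-like cells and neutrophil-like cells had fewer than 10 nuclei in at least 1 fish, so no test of infection was made for them.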

The immune compartment contained identifiable T and B cells, along with candidate populations of neutrophils, myeloid cells, and NK-like cells (**Figure 2B**). The transcriptome of cholangiocyte nuclei was homogeneous, while limited heterogeneity was identified in the endothelial and mesenchymal cells (**Figure 1A**; **Supplementary Figure 5** and **6**). The endothelia sub-clusters had a clear biological interpretation, with Atlantic salmon orthologues to marker genes from mammals distinguishing arterial and venous derived endothelial cells (33) (**Supplementary Figure 5**, marker genes in **Supplementary Table 5**). However, the mesenchymal sub-clusters were not readily biologically interpretable (**Supplementary Figure 6**; **Supplementary Table 6**).

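The endothelial nuclei fell into sub-clusters of 788, 74 and 58 nuclei and the mesenchymal nuclei into sub-clusters of 678, 414 and 241, at the lowest resolution that gave the paper's number of sub-clusters and with genes scaled within each fish. Over 1446 genes, 353, 161 and 169 were higher in endothelial sub-clusters 1, 2 and 3 than in the mean of the others (adjusted p under 0.05 by edgeR, fish as a block). In the mesenchymal sub-clusters 1041, 299 and 1060 of 5117 genes were higher. Sub-clusters are found on the same counts that are then tested, so such counts of genes are larger than a test between groups fixed in advance would give. Those named here were found without the genes that the paper names.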

### Hepatocyte remodelling dominates the liver response to bacterial infection

To explore how hepatocyte heterogeneity contributes to the response to *Aeromonas* infection, we analysed 41,792 available hepatocyte nuclei transcriptomes. Clustering using the most variable genes in this compartment identified nine sub-populations (H1-H9) (**Figure 3A**; marker genes in **Supplementary Table 7**), with several showing marked differences in abundance between control and infected fish (**Figure 3B**). H1-H4 comprised 90.2% of hepatocyte nuclei, with H1 and H2 deriving mainly from control fish and showing highly correlated transcriptomes (**Figures 3B, C**). H3 and H4 comprised 70.0% of nuclei from infected fish and showed closely related transcriptome profiles (**Figures 3B, C**).

**Figure 3:**
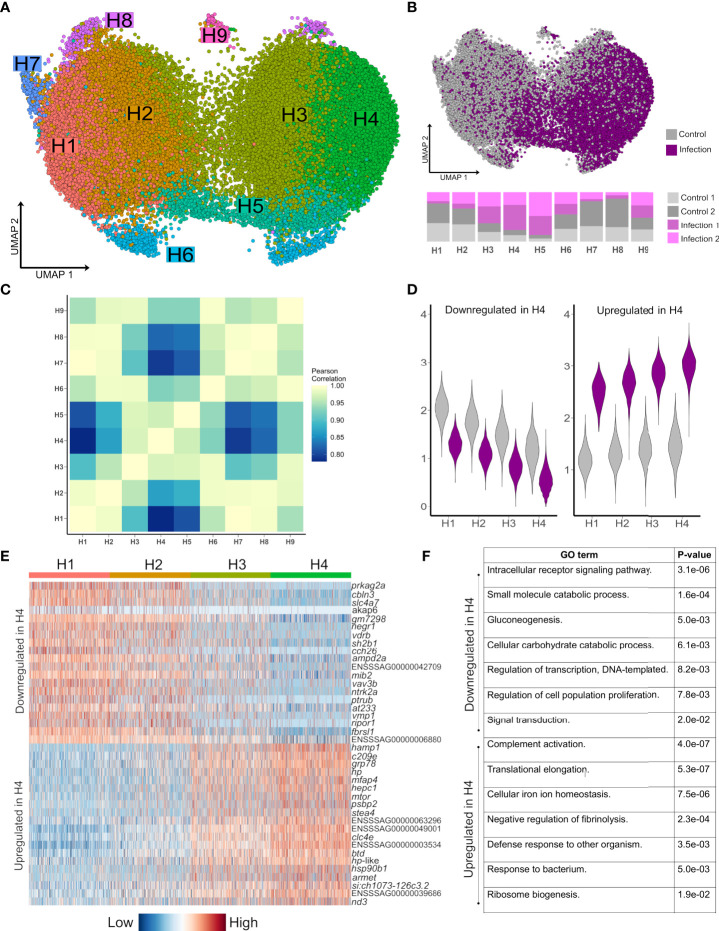
Striking remodeling of the hepatocyte transcriptome in response to bacterial infection. **(A)** UMAP visualisation of 41,792 hepatocyte nuclei, with sub-clustering performed using the most variable genes restricted to this cell lineage. **(B)** Shows the same UMAP with nuclei coloured by infection state (top) and the proportion of nuclei originating from each sample after normalising for different nuclei numbers across samples (bottom). **(C)** Pearson correlation of the expression values for the top 2,000 most variable genes across the nine hepatocytes populations H1-H9. **(D)** Violin plots of mean expression for the 20 most down-regulated (left) and up-regulated (right) genes based on log-fold change in H4 vs. H1. **(E)** Heatmap of the top 20 most upregulated and top 20 most downregulated genes in H4 relative to H1, illustrating a gradient of expression from H1 → H2 → H3 → H4 **(F)** Example enriched GO terms in H4 based on all up-regulated and all down-regulated genes in H4 vs. H1 (full data provided in **Supplementary Tables 10** and **11**).

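To place each hepatocyte nucleus between the control and the infected state, the 50 genes with the highest and the 50 with the lowest ratio of infected to control expression were chosen in a pair of fish (Control 1 and Infected 1) and scored in nuclei of the other pair, thinned to 1000 UMIs, and the reverse. Nuclei of Infected 2 were separated from those of Control 2 with an area under the curve of 0.999, and nuclei of Infected 1 from those of Control 1 with 0.999, where 0.5 is chance. In the pair of Control 2 and Infected 2, the share of nuclei from the infected fish, both fish weighted equally, was 0%, 2.46%, 97.5% and 100% in 4 equal bins from the lowest to the highest score. In the pair of Control 1 and Infected 1 it was 0%, 3.27%, 96.8% and 100.0%. At most 0.022% of control nuclei scored above the median of the infected nuclei. The score holds free RNA, which in infected fish carries the same genes and would give 48.5% and 66.1% of its mean rise in the 2 pairs. It also separated infected from control T cells, with areas of 0.969 and 0.998 in the same order of pairs. In the first pair the mean score rose by 32.36 in hepatocytes and by 13.01 in T cells, where free RNA would give all of it. A high area therefore does not by itself show a state of each hepatocyte nucleus. Choosing the genes in the other pairing of fish moved the mean area most, to 0.997.

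**Figure D2:**
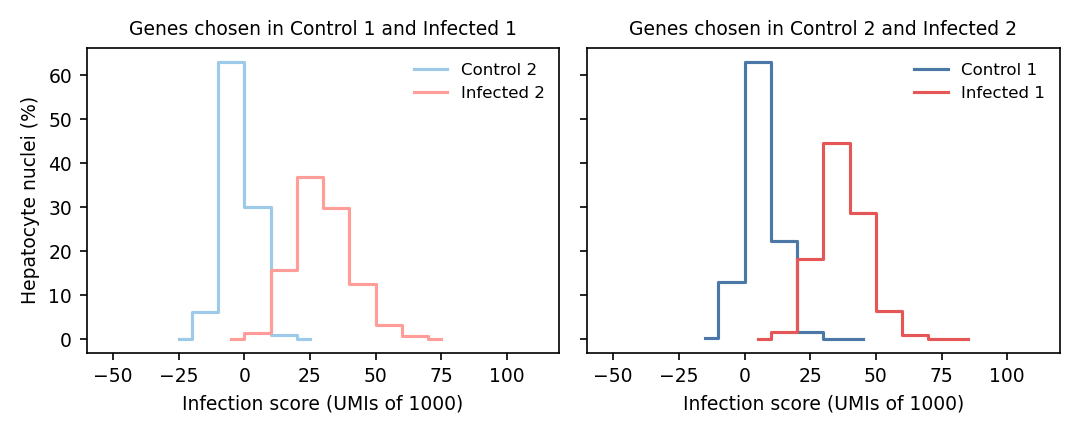
Infection score of hepatocyte nuclei (higher minus lower genes, in UMIs of 1000) on the x axis against nuclei in each bin, in 1 panel per pair of fish, with the genes chosen in the other pair. Nuclei of the infected fish lie to the right of nearly all nuclei of the control fish in both panels.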

Hepatocyte nuclei derived from infected fish increased from H1 (16.9%), to H2 (28.2%), to H3 (64.3%) to H4 (80.8%), with 2,842 genes differentially expressed on this gradient (**Figures 3D, E**; **Supplementary Tables 8** and **9**). 379 genes were up-regulated in infection-dominated H4 vs. control-dominated H1, showing overrepresented functions linked to host defense and the acute phase response (‘*complement activation’*, ‘*defense response to other organism’*, and ‘*cellular iron homeostasis*’), in addition to translational processes (e.g. ‘*translational elongation’*) (**Figure 3F**, **Supplementary Table 10**). This response was dominated by genes encoding APPs including hepcidin, haptoglobins, ferritins, transferrin, fibrinogens, ceruloplasmin, angiotensinogen, serum albumins, apolipoproteins, and c-reactive protein (**Supplementary Table 8**). 

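All hepatocyte nuclei of a fish were summed here, whatever their sub-cluster, and 26832 genes passed the filter on low counts. Infected and control fish differed for 2545 genes (adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1458 higher and 1087 lower after infection. For all 2545 of them both infected fish lay on the same side of both control fish, a separation that being called favours. The scaling matters for the direction, since with library size alone the median of all genes shifted to -0.25 on the log2 scale and the split became 1311 higher and 1943 lower. Leaving out Control 2 moved the count most, to 264 genes. It was 1488 without Control 1, 839 without Infected 1 and 2982 without Infected 2, and 222 genes passed in all 4 of these fits. Subtraction of the estimated free RNA left 2463 of the 2545 genes past the threshold. Of the paper's named genes 147 were tested and 28 passed over all genes, or 52 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same fish. Of the 10 genes with the largest fitted changes, zgc:162509 (ENSSSAG00000005225; log2 fold change -9.47) changed most and was lower, as were layn (ENSSSAG00000062778; -7.01) and ENSSSAG00000039319 (-6.40), which were called in 4, 1 and 0 of the 4 fits without a fish. Those that were higher were ENSSSAG00000078293 (log2 fold change 5.92), tnr5 (ENSSSAG00000040653; 5.98), c7b (ENSSSAG00000070413; 6.23), il1r2 (ENSSSAG00000069905; 7.00), the cathelicidin CATH-1A (ENSSSAG00000074950; 7.02), ENSSSAG00000003797 (8.64) and tnfaip6 (ENSSSAG00000080507; 9.04). With a fish left out, their log2 fold changes lay between 5.03 and 11.10. For zgc:162509, layn, ENSSSAG00000039319, il1r2, ENSSSAG00000003797 and tnfaip6 a whole group held at most 1 count per fish. The size and order of these changes are therefore uncertain.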

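Acute phase protein genes were taken by symbol (hepcidin, haptoglobin, ferritin, transferrin, fibrinogen, ceruloplasmin, angiotensinogen, albumin, apolipoprotein, C-reactive protein and serum amyloid A families), which gave 81 genes, 68 of them tested in hepatocytes. 43 were higher and 25 lower in infected fish, with a median log2 fold change of 0.54 and a mean of 0.59. As a set they were not past the threshold in limma's fry test (p = 0.0668), while the test for change in either direction gave p = 0.0166 and camera with a preset correlation of 0.01 gave p = 9.96e-05. Without a fish, fry's p lay between 0.144 and 0.261, with free RNA subtracted it was 0.0151, and an exact permutation test of their mean over fish gave p = 0.333. The symbols also caught genes of other families, and the 33 tested genes left after their removal, a choice made after the values were seen, had 26 higher and 7 lower (p = 0.0428 by limma's fry, below what an exact permutation of 4 fish can reach).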

One of the top up-regulated genes (3.7-fold up-regulated; ENSSSAG00000046715) encodes mechanistic target of rapamycin kinase (mTOR), a master regulator of translation (34). mTOR biasedly promotes translation of ribosomal protein genes (34), which is notable as 28 such genes, encoding many proteins comprising the large and small ribosomal subunits of salmonid fishes (35), were up-regulated in H4 vs. H1, with only one downregulated (**Supplementary Tables 8** and **9**). 

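The mTOR gene (mtor, ENSSSAG00000046715) was at 115 ± 7.1 CPM in control and 1328 ± 281 CPM in infected hepatocytes (SD, n = 2 fish per group). The log2 fold change was 3.53 (standard error 0.29, adjusted p = 0.00872 by edgeR), and stayed between 3.28 and 3.78 with each fish left out in turn. Of 174 ribosomal protein genes, 155 were tested, and 151 of these were higher and 4 lower in infected fish, with a median log2 fold change of 0.91. Infected 1 carries most of this, since without that fish the median was 0.35, with 133 genes higher and 22 lower. As a set they were not past the threshold in limma's fry test (p = 0.19), with p = 0.0297 without Infected 2 and p = 0.479 without Control 2, and an exact permutation test of their mean over fish gave p = 0.333. Camera with its preset correlation gave p = 7.01e-17, a call that fry did not share. With free RNA subtracted, the set passed under limma's fry (p = 0.0432), at a median log2 fold change of 1.1, again below what an exact permutation can reach. Ribosomal genes take a larger share of free RNA than of hepatocyte counts. The 194 other genes with a like ratio of free RNA to nuclei had a median log2 fold change of 1.11. A rise in hepatocytes and a higher share of free RNA in infected fish can therefore not be told apart.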

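In hepatocytes, grp78 (ENSSSAG00000054661) rose from 804 ± 150.5 to 6731 ± 1358 CPM (SD, n = 2 fish per group), a log2 fold change of 3.07 (standard error 0.34, adjusted p = 0.0125 by edgeR). It was 2.88 without Control 2, where the adjusted p was 0.0689 by edgeR. The log2 fold change of srprb (ENSSSAG00000046456) was 3.12 (adjusted p = 0.0477), and 2.89 without Infected 1 (adjusted p = 0.0733, both by edgeR). Sec61a1 (ENSSSAG00000039008) changed by 2.56 (adjusted p = 0.0707 by edgeR), and passed the threshold without Control 1 (4.01, adjusted p = 0.0313) or without Infected 2 (3.06, adjusted p = 0.0317). Copb1 (ENSSSAG00000068484) changed by 1.23 (adjusted p = 0.0517 by edgeR), and passed without Control 1 (1.67, adjusted p = 0.0365), without Infected 2 (1.42, adjusted p = 0.0406) and in DESeq2 (adjusted p = 0.00469). Together with mtor, 5 of 5 genes that the paper names as higher were higher here and 3 passed the threshold.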

We further observed up-regulation of *copb1* (ENSSSAG00000068484), *grp78* (ENSSSAG00000054661), *sec61a1* (ENSSSAG00000039008), and *srprb* (ENSSSAG00000046456), encoding major components of the COPI and translocon complexes, representing key protein secretion pathways (36).

H5 nuclei were mainly from infected fish (**Figure 3B**) and showed highly correlated transcriptomes to H3/H4 (**Figure 3C**), sharing many of the same key markers up-regulated in H4 vs. H1, but also specific markers (**Supplementary Table 7**) associated with NF-κB signaling, including *relb* (ENSSSAG00000052551), encoding a component of the NF-κB transcription factor complex. This is notable, as H5 also showed the highest expression among all hepatocyte sub-populations of *stat3* (ENSSSAG00000003657), encoding signal transducer and activator of transcription 3, which acts downstream of NF-κB in mammalian hepatocytes to activate inflammation driving the acute phase response (37).

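When hepatocytes were clustered with genes scaled within each fish, to keep infection itself from forming the groups, relb (ENSSSAG00000052551) was highest in a sub-cluster of 1379 nuclei, by 2.19 on the log2 scale against the mean of the others (adjusted p = 3.90e-33 by edgeR). This sub-cluster held 312, 316, 543 and 208 nuclei of Control 1, Control 2, Infected 1 and Infected 2. Over all hepatocytes, relb was higher in infected fish by 1.45 (standard error 0.32, adjusted p = 0.0407 by edgeR). The adjusted p was 0.0521 without Control 1, 0.167 without Control 2 and 0.125 without Infected 1 (edgeR), at log2 fold changes of 1.76, 1.19 and 1.06.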

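In the sub-cluster with the highest relb, stat3 (ENSSSAG00000003657) was at the level of the other hepatocytes (log2 difference 0.027, adjusted p = 0.928 by edgeR). Over all hepatocytes stat3 was higher in infected fish, with a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.0365 by edgeR). It no longer passed the threshold without Control 1 (1.40, adjusted p = 0.0705) or without Control 2 (1.04, adjusted p = 0.197; both by edgeR).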

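In the sums of hepatocyte nuclei, 12 of the 12 genes that the paper names as lower in its infection-dominated hepatocytes had a negative log2 fold change, and 4 passed the threshold in edgeR's test. DESeq2 called 7 of them. Without Control 2 only 1 passed in edgeR, and without Control 1 it was 5.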

2,278 genes were downregulated in H4 vs. H1 (**Supplementary Table 9**), enriched in functions related to signaling (e.g. *‘intracellular receptor signaling pathway*’), metabolism (e.g. ‘*gluconeogenesis*’), cell differentiation (e.g. ‘*stem cell differentiation*’) and transcription (e.g. ‘*regulation of transcription, DNA-templated’*) (**Figure 3F**) (**Supplementary Table 11**). The top downregulated gene was *prkag2a* (4.0-fold down-regulated; ENSSSAG00000079550), encoding a subunit of the AMPK complex - a master regulator of metabolism including gluconeogenesis (38). Also downregulated were master hepatic transcription factors for lipid and glucose metabolism pathways that interact with AMPK (38), including genes encoding hepatocyte nuclear factor 1 (HNF1) (ENSSSAG00000006158) and HNF4 (ENSSSAG00000047055) (39), carbohydrate-responsive element-binding protein (ENSSSAG00000039257) (40), and forkhead box proteins O1/O3 (ENSSSAG00000054669/ENSSSAG00000055241) (41) (**Supplementary Table 9**). 

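Prkag2a fell from 649.7 ± 382 CPM in control to 67.9 ± 29.9 CPM in infected hepatocytes (SD, n = 2 fish per group). Its log2 fold change was -3.26 (standard error 0.52, adjusted p = 0.0228 by edgeR). Without Control 2, where the gene was highest, it was -2.49 (adjusted p = 0.0522 by edgeR).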

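Hepatocyte expression of foxo3 (ENSSSAG00000055241) fell from 164 ± 3.27 to 48.8 ± 5.91 CPM (SD, n = 2 fish per group), a log2 fold change of -1.75 (standard error 0.21, adjusted p = 0.0132 by edgeR) that passed the threshold in each leave-one-out fit. The gene the paper gives for HNF4 (ENSSSAG00000047055, hnf4g in the annotation) changed by -1.63 (adjusted p = 0.0173), and by -1.70 without Control 2 (adjusted p = 0.0553; both by edgeR). This gene was also higher in cholangiocytes than in the other lineages, by 3.57 on the log2 scale (adjusted p = 6.15e-14 by edgeR). Foxo1 (ENSSSAG00000054669) changed by -1.25 (adjusted p = 0.0665 by edgeR), with an adjusted p of 0.00643 in DESeq2 and of 0.046 in edgeR without Control 1 (-1.61). The carbohydrate-responsive element-binding protein gene (ENSSSAG00000039257) changed by -0.76 (adjusted p = 0.0636 by edgeR), and passed the threshold only with library size alone (-0.96, adjusted p = 0.035). No change was detectable for HNF1 (ENSSSAG00000006158), with a log2 fold change of -0.0092 (standard error 0.19, adjusted p = 0.983 by edgeR) that turned positive under DESeq2 (0.03), without Control 1 (0.018) and without Infected 1 (0.032).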

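In hepatocytes the growth hormone receptor genes ENSSSAG00000065355 and ENSSSAG00000081526 changed by -0.80 and -0.45 on the log2 scale (standard errors 0.24 and 0.20, adjusted p = 0.0855 and 0.19 by edgeR), and DESeq2 called the first (adjusted p = 0.0424). Of the stat5 genes, ENSSSAG00000010616 changed by -0.98 (standard error 0.21, adjusted p = 0.0388 by edgeR). It failed the threshold without any 1 of the fish, Control 1, Control 2, Infected 1 or Infected 2, with log2 fold changes of -0.88, -1.08, -0.92 and -1.01 and adjusted p of 0.11, 0.116, 0.13 and 0.065 by edgeR. The copies ENSSSAG00000003584 and ENSSSAG00000048873 changed by -0.35 and -0.24 (adjusted p = 0.433 and 0.453 by edgeR), and reads shared between copies limit how far they can be told apart.

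**Figure D3:**
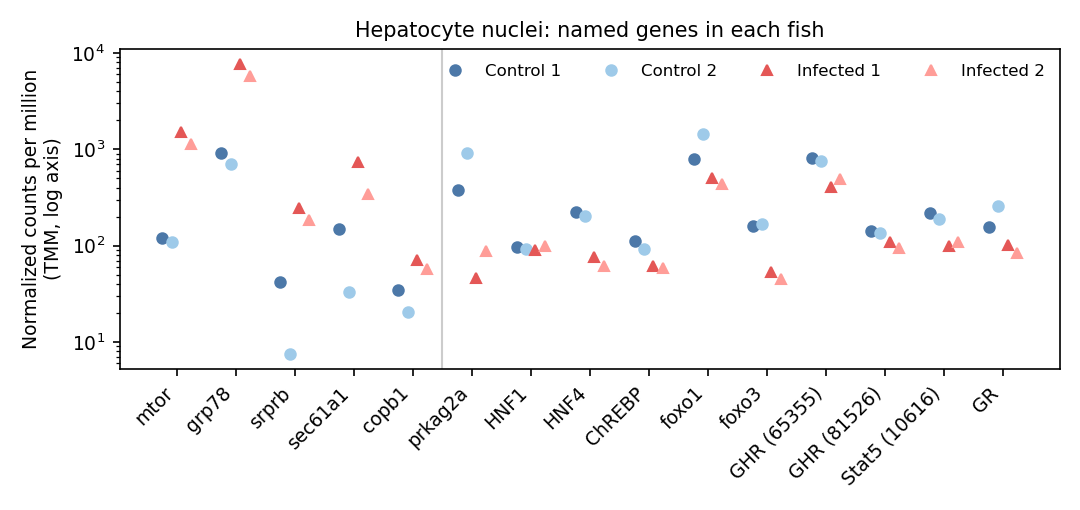
Expression of genes named in the paper in the summed hepatocyte nuclei of each fish, in CPM with TMM normalisation on a logarithmic axis, with 1 point per fish and control and infected fish in different colours. Both infected fish lie above both control fish for mtor and grp78 and below them for prkag2a and foxo3.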

Further evidence for repression of anabolism included downregulation of genes encoding growth hormone receptor (GHR) (ENSSSAG00000065355 and ENSSSAG00000081526) and Stat5a/b (ENSSSAG00000010616, ENSSSAG00000003584 and ENSSSAG00000048873), which act downstream of GHR to activate growth and cell proliferation genes (42). In addition, a gene was downregulated encoding glucocorticoid receptor (GR) (ENSSSAG00000062169), which promotes expression of gluconeogenesis genes, while its interaction with Stat5 is required for transcriptional activation of growth genes *via* GHR signalling (42).

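The glucocorticoid receptor gene was at 208 ± 70.6 CPM in control and 93.1 ± 13 CPM in infected hepatocytes (SD, n = 2 fish per group), a log2 fold change of -1.16 (standard error 0.29, adjusted p = 0.0554 by edgeR). DESeq2 called it (adjusted p = 0.0105), as did edgeR without Control 1 (-1.47, adjusted p = 0.0404). From the lower expression of these receptor, signalling and transcription factor genes the paper reasons that anabolism is repressed, and with the higher expression of mtor, ribosomal protein and secretion genes it proposes that hepatocytes of infected fish turn from routine functions to the translation and secretion of acute phase proteins.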

### Additional hepatocyte heterogeneity includes polyploid cells

The remaining hepatocyte subclusters were not linked to infection status (**Figure 3B**). H7 likely represents hepatocytes that have undergone polyploidization, which occurs progressively during aging in mammals, such that 4n-16n cells make up a large fraction of liver cells by adulthood (43). 

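A hepatocyte sub-cluster of 365 nuclei, with 115, 114, 101 and 35 nuclei of Control 1, Control 2, Infected 1 and Infected 2, was highest for DNA replication genes. Against the mean of the other sub-clusters, prim2 (ENSSSAG00000001875) was higher by 3.12, the DNA polymerase alpha gene pola1 (ENSSSAG00000078390) by 3.22, and the rpa1 genes ENSSSAG00000050927 and ENSSSAG00000050209 by 1.96 and 1.60 on the log2 scale (adjusted p of at most 4.98e-09 by edgeR). DNA content was not measured, and replication genes are also expressed by dividing cells.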

Polyploidy in H7 is indicated by a striking concordance of genes representing highly specific markers for H7 and those shown elsewhere to be up-regulated in 4n vs. 2n mammalian cells, encoding DNA primase subunit 2 (ENSSSAG00000001875), replication protein A 70 kDa DNA-binding subunit (ENSSSAG00000050927, ENSSSAG00000050209) and DNA polymerase (ENSSSAG00000078390), among others (44). The close relationship of H7 to H1 (**Figures 3A, C**) implies that polyploid hepatocytes derive from those supporting routine metabolism.

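The sub-cluster with the highest replication genes was also the one with the highest mitosis genes. There cenpe (ENSSSAG00000073454) was higher by 9.71, aspm (ENSSSAG00000053226) by 7.35, ckap5 (ENSSSAG00000066206) by 6.82 and kif23 (ENSSSAG00000044381) by 6.32 on the log2 scale (adjusted p of at most 1.96e-61 by edgeR). In all, 870 of 14549 genes were higher in this sub-cluster. Replicating and dividing hepatocytes were therefore not separated at this resolution.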

H9 showed many specific markers encoding mitosis proteins, e.g. cytoskeleton-associated protein 5 (ENSSSAG00000066206), centromere protein E (ENSSSAG00000073454), abnormal spindle-like microcephaly-associated protein homolog (ENSSSAG00000053226) and kinesin family member 23 (ENSSSAG00000044381), indicating these are cycling hepatocytes. H6 expressed a small number of highly specific markers, including genes encoding ligand of numb-protein X1 (*lnx1*) (ENSSSAG00000072728 and ENSSSAG00000070275), a E3 ubiquitin ligase that targets a wide range of proteins, including CD8 expressed on T-cells in mammals (45). 

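For the lnx1 gene ENSSSAG00000072728 the log2 differences between a sub-cluster and the mean of the others lay between -0.27 and 0.44, with a smallest adjusted p of 0.234 by edgeR. The other lnx1 gene, ENSSSAG00000070275, was higher by 0.42 in the largest sub-cluster, of 8409 nuclei (adjusted p = 0.00957 by edgeR).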

H8 was biasedly represented by control fish and most correlated with H1/H2 in transcriptome profile (**Figure 3C**), expressing marker genes described as ‘novel’ in the Ensembl annotation (**Supplementary Table 7**).

### Immune cell heterogeneity in the Atlantic salmon liver

3.4% (n=1,620) of the liver nuclei were derived from immune cells (**Figures 4A, B**). 

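Classes of immune nuclei were compared in sums per fish, each against the mean of the others, over 3770 genes. Higher expression passed the threshold in edgeR's test for 678 genes in T cells, 443 in B cells, 158 in NK-like cells and 672 in myeloid cells. Without Control 1, the genes past the threshold in either direction went from 1012 to 639 in T cells and from 405 to 165 in NK-like cells, and without Control 2 from 652 to 414 in B cells. DESeq2 gave 232 in NK-like cells, the largest move of any alternative with all 4 fish. Of the genes kept out of the naming, tcf7 (ENSSSAG00000006857) was higher in T cells by 4.52 on the log2 scale, and the csf1r copies ENSSSAG00000004088 and ENSSSAG00000061479 were higher in myeloid cells by 7.82 and 7.50 (adjusted p of at most 1.27e-22 by edgeR).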

Combinations of canonical marker expression was used to classify T cells (*cd3e*, *tox2* and *tcf7*), B cells (*ighm*, *cd37*, *cd79a*), NK-like cells (*prf1.3* and *runx3* with absence of *cd3*e) and myeloid cells (*mpeg1*, *cd63*, *csf1r*, *lyz2*) (**Figure 4B**; marker genes provided in **Supplementary Table 12**). 

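In the neutrophil-like nuclei of Control 1, Control 2, Infected 1 and Infected 2, mmp9 (ENSSSAG00000069874) had 58, 14, 75 and 12 counts, ncf1 (ENSSSAG00000079828) 30, 6, 40 and 2 and itgax (ENSSSAG00000049715) 36, 15, 23 and 2. Outside these nuclei, itgax was highest in myeloid cells (log2 difference 7.72, adjusted p = 8.95e-33 by edgeR) and ncf1 in B cells (4.73, adjusted p = 6.67e-10 by edgeR), in a comparison that neutrophil-like nuclei were too few to enter. The mmp9 gene had too few counts in the other classes to be tested.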

We also identified a candidate population of neutrophils based on marker genes that showed highest specificity or expression for neutrophils among different immune cells in the human protein atlas, namely *itgax* (ENSSSAG00000049715), *ncf1* (ENSSSAG00000079828), and *mmp9* (ENSSSAG00000069874) (**Figure 4B**). *Mmp9* was an effective marker for neutrophils in other teleost species, and has a role in driving neutrophil migration in mammals (46, 47). The NK-like cells represent a tentative annotation owing to a lack of certain markers for NK cells, i.e. genes encoding granzymes. Each immune cluster had substantial contributions from all samples, except the candidate neutrophils, which derived mainly from one *Aeromonas*-challenged fish (**Supplementary Figure 4**). 

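Of the immune nuclei of a fish, T cells made up between 23.1% (Infected 1) and 32.8% (Control 1), B cells between 12% (Infected 1) and 19.6% (Control 2) and NK-like cells between 1.94% (Infected 2) and 10.2% (Control 2). Myeloid cells made up 16.2% in Control 1, 12.2% in Control 2, 27.9% in Infected 1 and 28.6% in Infected 2, both infected fish above both control fish. Neutrophil-like nuclei made up 5.13% in Control 1, 1.49% in Control 2, 4.8% in Infected 1 and 0.49% in Infected 2. The remainder of the immune nuclei was mixed with another class or had no clear class.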

Sub-clustering revealed heterogeneity in the T and myeloid cells, but not the NK-like cells, B cells (with no evidence of plasma cells) or candidate neutrophils.

**Figure 4:**
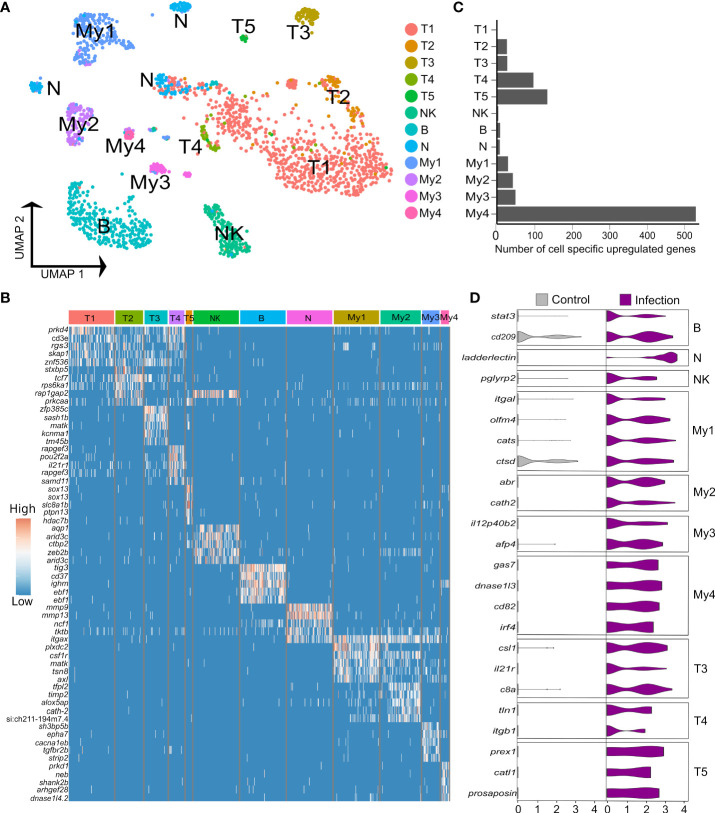
Heterogeneity in Atlantic salmon immune cells. **(A)** UMAP visualization of 1,620 immune nuclei. **(B)** Heatmap of top 5 markers genes for each immune sub-cluster, sorted by log2 fold change. **(C)** Number of cell-specific genes up-regulated by infection in immune sub-clusters **(D)** Examples of genes showing cell-specific up-regulation in response to *Aeromonas* infection across the breath of immune cell heterogeneity identified.

Five T cell sub-clusters were compared using differential expression tests (**Figure 4A**; **Supplementary Table 12**). 

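The T cells fell into sub-clusters of 129, 121, 82, 74 and 52 nuclei, numbered by size and independently of the paper's T1 to T5. Of 695 genes with enough counts, 42, 7, 59, 18 and 88 were higher in sub-clusters 1 to 5 than in the mean of the others (adjusted p under 0.05 by edgeR, fish as a block). Few counts lay behind most genes at this level, so the gene counts are given where no test was made.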

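Counts of the CD4-1 gene (ENSSSAG00000076631) were 11, 9, 11, 7 and 2 in T cell sub-clusters 1 to 5, summed over fish, and those of the CD4-2 gene (ENSSSAG00000076595) were 0, 0, 1, 4 and 0. The CD4-2 gene was higher in myeloid cells than in the other immune classes, by 4.35 on the log2 scale (adjusted p = 1.02e-13 by edgeR). For CD4-1 the difference was 0.53 in myeloid cells and -0.55 in T cells (adjusted p = 0.291 and 0.277 by edgeR).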

Only T1 and T2 expressed *cd4* genes to low levels, specifically ENSSSAG00000076631, encoding CD4-1, which is also expressed by macrophages, and ENSSSAG00000076595, encoding CD4-2; shown elsewhere to be expressed by all CD4^+^ T cells (48). We did not identify any *CD8* expressing T cells, likely due to low expression levels. T1 was the largest sub-cluster but showed few specific markers. T2 expressed genes encoding receptors involved in T cell activation. This included *cd28* (ENSSSAG00000060163), encoding the main co-stimulatory T cell receptor (49) and *cd44* (ENSSSAG00000076128), a widely used T cell adhesion, co-stimulation and activation marker (50). However, T2 cells did not specifically express any genes annotated as *ctla-4*, an IgSF member induced during T cell activation that regulates CD28 activity. Furthermore, T1 and T2 both expressed *tcf7* (ENSSSAG00000006857) at a much higher level than T3-T5, encoding the master Wnt pathway transcription factor, which is most highly expressed on naïve mammalian T cells (51) and was a specific marker for resting CD4^+^ T cells in humans (52). 

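In T cell sub-clusters 1 to 5, cd28 had 0, 4, 0, 22 and 0 counts and cd44 had 10, 16, 7, 27 and 1, so both were most frequent in sub-cluster 4, which held 74 nuclei.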

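The tcf7 gene was higher in T cell sub-cluster 1 by 1.3 on the log2 scale (adjusted p = 0.00317 by edgeR) and lower in sub-cluster 5 (-2.71, adjusted p = 5.07e-05). In sub-clusters 2, 3 and 4 the differences from the mean of the others were -0.078, 0.70 and 0.84 (adjusted p = 0.988, 0.184 and 0.163 by edgeR).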

T1 and T2 also expressed *foxp1b* (ENSSSAG00000077820) at a higher level than T3-5; a gene essential for quiescent naive T cells in mammals (53). 

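For foxp1b the log2 difference was 1.12 in T cell sub-cluster 3 (adjusted p = 0.0105 by edgeR) and -2.51 in sub-cluster 5 (adjusted p = 1.11e-04 by edgeR). In sub-cluster 1, where tcf7 was highest, it was 0.61 (adjusted p = 0.24 by edgeR).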

T1 and T2 therefore appear to be constituted mainly of resting T cells. 

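The gene slamf1 (ENSSSAG00000043093) had 33, 28, 14, 10 and 58 counts in T cell sub-clusters 1 to 5 and was higher in sub-cluster 5 by 2.32 on the log2 scale (standard error 0.34, adjusted p = 9.77e-08 by edgeR).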

T3 appears to be an activated T cell population based on specific expression of *slamf1* (ENSSSAG00000043093) encoding *CD150* (54). T3 expressed many highly specific markers, including the integrin coding gene *itgal* (ENSSSAG00000046537; encoding CD11a) and *itgb2* (ENSSSAG00000022772; encoding CD18), whose products form lymphocyte function-associated antigen 1 (LFA-1), a molecule with key roles in T cell activation and migration, in addition to cytotoxic and memory responses (55). 

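In T cell sub-cluster 5, itgal (ENSSSAG00000046537) was higher than in the other T cells by 7.76 and itgb2 by 6.10 on the log2 scale (adjusted p = 1.74e-20 and 3.51e-16 by edgeR). The 52 nuclei of this sub-cluster were 8, 8, 27 and 9 in Control 1, Control 2, Infected 1 and Infected 2.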

In mammals, LFA-1 is an established marker for the migration of liver T resident memory (T_RM_) cells into liver, which is also the case for CD103 (also known as ITGAE) (56), which was expressed more highly in T3 (ENSSSAG00000076346) than other T sub-clusters. 

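The itgae gene was higher in T cell sub-cluster 5 by 0.96 on the log2 scale (standard error 0.29, adjusted p = 0.00831 by edgeR), with 78, 48, 42, 14 and 49 counts in sub-clusters 1 to 5.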

The human orthologue of a highly expressed T3 specific marker, *cacna2d2a* (ENSSSAG00000071299), encoding a calcium voltage-gated channel, was not detected in any immune cell in the human protein atlas, implying a teleost-specific T cell marker. 

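In T cell sub-cluster 5, cacna2d2a was higher than in the other T cells by 6.03 on the log2 scale (adjusted p = 6.18e-27 by edgeR). Among immune classes it was higher in T cells, by 3.74, and in NK-like cells, by 1.3 (adjusted p = 1.70e-29 and 0.00222 by edgeR). Among lineages it was also higher in cholangiocytes, by 4.16 on the log2 scale (adjusted p = 2.16e-19 by edgeR).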

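In T cell sub-clusters 1 to 5, pou2f2a (ENSSSAG00000071136) had 5, 6, 53, 1 and 8 counts, most of them in the 82 nuclei of sub-cluster 3.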

T4 expressed several activation markers including *pou2f2a* (aka *oct2*) (ENSSSAG00000071136) (57), *CD226* (58), along with two distinct *ctram* genes (encoding cytotoxic and regulatory T-cell molecule), previously shown in mammals to be required for differentiation of cytotoxic CD4^+^ T cells (59). T5 specifically expressed two paralogues of *sox13* (ENSSSAG00000077869, ENSSSAG00000058488), the defining vertebrate transcription factor for the γδ T lineage (60).

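The sox13 copies had 1, 0, 1, 2 and 0 counts (ENSSSAG00000077869) and 1, 0, 1, 0 and 0 counts (ENSSSAG00000058488) in T cell sub-clusters 1 to 5, too few to place them in a sub-cluster.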

My1 and My2 markers are associated with monocytes and macrophages (**Supplementary Table 12**). My1 specifically expressed *cd4-1* (ENSSSAG00000076631), at a level higher than any T sub-cluster, likely representing a phagocytic CD4^+^ macrophage characterized in rainbow trout (48). 

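The myeloid nuclei fell into a largest sub-cluster 1 and sub-clusters 2 to 4 of 92, 75 and 36 nuclei, numbered by size and independently of the paper's My1 to My4, and 778 genes were tested between them. The CD4-1 gene had 9, 15, 36 and 4 counts in sub-clusters 1 to 4, most of them in sub-cluster 3, too few for a test.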

My2 expressed specific monocyte marker genes including *csf3r* (ENSSSAG00000041566) and *timp2* (ENSSSAG00000042353 and ENSSSAG00000064056). 

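In myeloid sub-cluster 1, csf3r was higher than in the mean of the others by 3.25 and the timp2 gene ENSSSAG00000064056 by 4.01 on the log2 scale (adjusted p = 1.05e-06 and 6.57e-11 by edgeR). In sub-cluster 2, csf3r was also higher, by 2.84 (adjusted p = 5.04e-05 by edgeR). The other timp2 gene, ENSSSAG00000042353, had 70, 23, 20 and 0 counts in sub-clusters 1 to 4.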

Two *csf1r* copies were identified with reciprocal higher expression in My1 (ENSSSAG00000004088) and My2 (ENSSSAG00000061479). 

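The csf1r copy ENSSSAG00000061479 was higher in myeloid sub-cluster 1 by 2.36 on the log2 scale (adjusted p = 5.25e-09 by edgeR), and ENSSSAG00000004088 in sub-cluster 2 by 2.85 (adjusted p = 4.80e-07 by edgeR). The second copy was also higher in sub-cluster 1, by 1.72 (adjusted p = 0.00459 by edgeR).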

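In myeloid sub-clusters 1 to 4, flt3 (ENSSSAG00000009390) had 1, 0, 0 and 11 counts, cd9 (ENSSSAG00000059637) had 28, 5, 14 and 3 and lamp2 (ENSSSAG00000074801) had 67, 32, 41 and 13. The flt3 counts lay almost all in sub-cluster 4, which held 36 nuclei, and a single sub-cluster of dendritic-like nuclei was found here, not a pair of them.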

High *flt3* (ENSSSAG00000009390) expression in My4 supports an annotation as dendritic cells (DCs) (61), with specific up-regulation of *cd9* (ENSSSAG00000059637) and *lamp2* (encoding CD107b) (ENSSSAG00000074801) genes, consistent with monocyte-derived DCs in mammals (62, 63). My3 expressed the second highest level of *flt3*, while the top My3 marker gene, *ptprsa* (ENSSSAG00000051752), is a specific marker for plasmacytoid DCs (pDCs) in mice and human (64). 

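The ptprsa gene was higher in myeloid sub-cluster 4, the one with the flt3 counts, by 6.57 on the log2 scale (standard error 0.28, adjusted p = 1.33e-23 by edgeR). The number of nuclei of this sub-cluster was 7, 5, 18 and 6 in Control 1, Control 2, Infected 1 and Infected 2.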

The relationship of My3 to pDCs is also supported by specific expression of *sbf1* (ENSSSAG00000071635) (65). However, another My4-specific marker gene, *tcf4* (ENSSSAG00000071044), encodes a transcription factor required for pDC development (66).

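The sbf1 gene was also higher in myeloid sub-cluster 4, by 3.68 on the log2 scale (adjusted p = 3.00e-11 by edgeR).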

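The tcf4 gene had 0, 0, 1 and 0 counts in myeloid sub-clusters 1 to 4, too few to compare them.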

### Immune cell-specific responses to *Aeromonas* insult

To uncover the role of hepatic immune cell heterogeneity in the response to *Aeromonas* challenge, we performed differential expression tests comparing nuclei from control and infected fish within each immune sub-cluster (**Figures 4C, D**). 819 genes showed significant up-regulation in nuclei from infected fish (criteria: *P* < 0.05; Log2FC > 1), among which 274 (33%) and 72 (8.8%) were up-regulated by most (≥7 of the 12 sub-clusters) or all immune cell types, respectively, and 271 (33%) showed immune sub-cluster specific up-regulation (**Figure 4C**; **Supplementary Table 13**).

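Infected and control fish were compared in whole classes of immune nuclei, and not within sub-clusters. In T cells 5 of 2856 genes passed the threshold of 0.05 on edgeR's adjusted p, all higher after infection, and this was 1 without Control 1, 0 without Control 2, 45 without Infected 1 and 642 without Infected 2. In B cells 32 of 1652 genes passed, 27 of them higher, against 1, 0, 41 and 132 without the same fish in turn. In myeloid cells 94 of 2246 genes passed, 63 of them higher, against 7, 0, 179 and 387. Over the 3 classes, 70 genes were called higher in at least 1, and of these 49 in a single class, 17 in a pair of classes and 4 in each of them, where 1182 genes were tested in every class. With the estimated free RNA subtracted, 0 genes passed in any of these classes by edgeR, with 188, 106 and 369 genes at an unadjusted p under 0.05 in T, B and myeloid cells, while DESeq2 on the counts as they are gave 18, 17 and 47 genes. A call lost in this way is not by itself a sign of free RNA. In myeloid cells itgal (ENSSSAG00000046996) went from 2.16 to 2.34 on the log2 scale and lost its call (adjusted p = 0.103 by edgeR). Free RNA would give 0.248% of its rise. A change that differs between a class and the others was tested as such, over 3722 genes. By edgeR 1 gene passed for T cells, 4 for myeloid cells and 0 for B cells, where 154 genes had an unadjusted p under 0.05 and DESeq2 also called 0. With the estimated free RNA subtracted the numbers were 0 for T cells and 1 for myeloid cells. Of the paper's named genes, 0 of 57 passed in T cells (4 adjusted over the list alone), 6 of 39 in B cells (8) and 10 of 64 in myeloid cells (17), on lists chosen by the study from these fish.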

B cells specifically up-regulated two genes, namely *stat3* (2.4-fold up-regulated; ENSSSAG00000003657), which is essential for B cell differentiation (67) and a gene annotated zgc:174904 (2.1-fold up-regulated; ENSSSAG00000070511), encoding a 304 amino acid protein with a CD209/DC-Sign-like, C-type lectin-like domain (InterPro domain: IPR033989). 

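In B cells stat3 changed by 1.46 on the log2 scale between control and infected fish (standard error 0.61, adjusted p = 0.336 by edgeR), and passed the threshold without Infected 2 (1.79, adjusted p = 0.0228 by edgeR). The gene zgc:174904 changed by 0.88 (standard error 0.67, adjusted p = 0.817 by edgeR). Free RNA at its upper limit would give 53.5% of the stat3 counts and 88.2% of the zgc:174904 counts in these nuclei. The change in B cells minus that in the other immune classes was 0.30 for stat3 and -0.0059 for zgc:174904 (adjusted p = 1 and 1 by edgeR).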

C-type lectin/DC-SIGN is a broad-specificity PRR that detects bacteria by binding mannose or carbohydrate structures (68). 

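The ladderlectin gene (ENSSSAG00000039613) had 214, 0, 184 and 11 counts in the neutrophil-like nuclei of Control 1, Control 2, Infected 1 and Infected 2, or 5924, 0, 3035 and 2106 CPM. The nuclei behind these values numbered 18, 6, 32 and 1, so no test was made. In hepatocytes of the same fish the gene was at 4502, 35.1, 2968 and 3520 CPM, near absent in Control 2 alone, and free RNA would give 100.1% of its counts in neutrophil-like nuclei.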

In the candidate neutrophils, the top up-regulated gene was *ladderlectin* (38.9-fold up-regulated; ENSSSAG00000039613), encoding a soluble lectin that bound *Aeromonas* in salmonids, leading to bacterial killing actions (69). The NK-like cells up-regulated few genes specifically, one of which was *pglyrp2* (2.3-fold up-regulated; ENSSSAG00000054105), a peptidoglycan recognition protein with enzymatic activity targeting and limiting the inflammatory effects of bacterial peptidoglycan (70).

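In NK-like cells pglyrp2 had 1, 6, 15 and 2 counts in Control 1, Control 2, Infected 1 and Infected 2 (28.3, 152, 328 and 283 CPM), both infected fish above both control fish, without a test for want of nuclei. Of these counts 64.2% would come from free RNA. In B cells the gene was tested and was higher in infected fish by 2.43 on the log2 scale (standard error 0.69, adjusted p = 0.0299 by edgeR), where free RNA would give 93.1% of its counts and 54.2% of its rise in CPM. Its adjusted p was 0.967 without Control 1 (log2 fold change 2.15) and 0.935 without Control 2 (log2 fold change 2.9) and 0.813 without Infected 1 (log2 fold change 2.02) by edgeR.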

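Responses of single T cell sub-clusters were not tested here. Over all T cells, which is a wider group than any of the paper's sub-clusters, genes were tested in the sums per fish. The number of nuclei in sub-clusters 1 to 5 was 40, 34, 32, 21 and 27 in Infected 1 and 12, 20, 7, 17 and 9 in Infected 2.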

Among the T cell populations, T3, T4, and the γδ T cells (T5), showed the strongest responses to *Aeromonas* infection. The top up-regulated genes in T3 included *csl1* (4.3-fold up-regulated; ENSSSAG00000004327), encoding a L-rhamnose-binding lectin that binds bacteria and enhances phagocytosis in salmonids (71), and *c8b* (4.1-fold up-regulated; ENSSSAG00000073702), encoding a core component of the complement membrane attack complex. 

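In the T cells as a whole, csl1 changed by 1.33 on the log2 scale (standard error 0.59, adjusted p = 0.667 by edgeR), and by 1.76 without Infected 2 (adjusted p = 1.06e-04 by edgeR). For c8b the change was 0.49 (standard error 0.64, adjusted p = 0.891 by edgeR), which turned to -0.79 without Infected 1 (adjusted p = 0.589) and passed the threshold at 1.11 without Infected 2 (adjusted p = 0.0299; both by edgeR). At its upper limit free RNA would give 91.5% of the csl1 counts and 92.5% of the c8b counts in T cells.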

In T4, up-regulated genes included *tln1*, encoding Talin-1 (4.8-fold up-regulated; ENSSSAG00000063331), which is known to regulate the integrin LFA-1 complex (defining T3; see last section), and is required for sustained interactions between APCs and T cells, as well as T cell proliferation (72). 

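Over all T cells tln1 was at 398 ± 23.8 CPM in control and 337 ± 95.7 CPM in infected fish (SD, n = 2 fish per group), a log2 fold change of -0.27 (standard error 0.53, adjusted p = 0.935 by edgeR). Without Infected 1 it turned to 0.033 (adjusted p = 0.992 by edgeR). Of its counts 3.6% would come from free RNA.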

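For itgb1 (ENSSSAG00000007621) the T cells as a whole gave a log2 fold change of 0.94 (standard error 0.51, adjusted p = 0.765 by edgeR), at 97.9 ± 25.8 CPM in control and 192 ± 4.04 CPM in infected fish (SD, n = 2 fish per group). Both infected fish lay above both control fish, and free RNA would give 16.1% of the counts.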

T4 also up-regulated *itgb1* (encoding CD29, also called β1-integrin) (4.8-fold up-regulated; ENSSSAG00000007621), a signature marker for cytotoxic T cells in humans (73). In T5, among the top-up-regulated genes was *prex1* (4.8-fold up-regulated; ENSSSAG00000044871), a signaling molecule that promotes expression of key interleukin cytokines in activated human T cells, including IL-2 (74). 

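Over all T cells prex1 changed by -0.17 on the log2 scale (standard error 0.61, adjusted p = 0.968 by edgeR), and by 0.37 without Infected 1 (adjusted p = 0.862 by edgeR). The share of free RNA in its counts would be 0.4%.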

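In the T cells as a whole catl1 (ENSSSAG00000077309) changed by 0.86 on the log2 scale (standard error 0.59, adjusted p = 0.83 by edgeR), by -0.039 without Infected 1 (adjusted p = 0.992) and by 1.37 without Infected 2 (adjusted p = 0.00428; both by edgeR). Free RNA would give 108% of its counts, more than were seen, so its level in T cells cannot be told from free RNA. The prosaposin-like gene ENSSSAG00000009411 changed by -0.23 (standard error 0.62, adjusted p = 0.955 by edgeR). It turned to 0.35 without Control 1 and 0.42 without Infected 1, and was lower past the threshold without Infected 2 (-1.27, adjusted p = 0.03 by edgeR).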

T5 also up-regulated *catl1*, encoding cathepsin L (8.0-fold up-regulated; ENSSSAG00000077309), which regulates T cell cytotoxicity (75) and an unannotated gene encoding a protein with saposin-like domains, which is annotated as *prosaposin-*like in NCBI (7.4-fold up-regulated; ENSSSAG00000009411). In mammals, *prosaposin* encodes the precursor to all saposin lysosomal proteins, which are known to have antibacterial activity and play a key role in presenting lipid antigens to CD1-restricted T cells (76).

My1 specifically up-regulated 17 genes, including a different *itgal* paralogue (encoding CD11A) to that noted as a marker for T3 (4.2-fold up-regulated; ENSSSAG00000046996), encoding a component of LFA-1 essential to the immune response of mice to *Mycobacterium tuberculosis*, supporting T cell-mediated activation and recognition of infected macrophages (77). 

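Over all myeloid cells, which hold more nuclei than the paper's My1, itgal (ENSSSAG00000046996) rose from 269 ± 136 to 1280 ± 50.1 CPM (SD, n = 2 fish per group), a log2 fold change of 2.16 (standard error 0.57, adjusted p = 0.0268 by edgeR). Its adjusted p was 0.608 without Control 1 (log2 fold change 1.78) and 0.541 without Control 2 (log2 fold change 2.85) by edgeR. At most 0.3% of its counts would come from free RNA. Its change in myeloid cells minus that in the other immune classes was 2.85 (adjusted p = 0.359 by edgeR).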

My1 also specifically up-regulated *olfm4* (4.1-fold upregulated; ENSSSAG00000046003), encoding a glycoprotein induced in mice macrophages by *Helicobacter pylori* infection, which regulates inflammatory responses (78). 

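In the same comparison of all myeloid cells olfm4 was higher in infected fish by 2.68 on the log2 scale (standard error 0.58, adjusted p = 0.00547 by edgeR). The adjusted p was 0.397 without Control 1 (log2 fold change 2.63) and 0.535 without Control 2 (log2 fold change 2.86) by edgeR. It had 16, 17, 228 and 161 counts in Control 1, Control 2, Infected 1 and Infected 2, of which free RNA would give 0.3%.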

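Over all myeloid cells, cats (ENSSSAG00000070942) changed by 1.58 and ctsd (ENSSSAG00000027269) by 1.61 on the log2 scale (standard errors 0.54 and 0.54, adjusted p = 0.0943 and 0.0878 by edgeR). By edgeR, cats passed the threshold without Infected 1 (1.72, adjusted p = 0.00585) and without Infected 2 (1.68, adjusted p = 0.00363), and ctsd without Infected 1 (1.75, adjusted p = 0.00432) and without Infected 2 (1.70, adjusted p = 0.00302). Free RNA would give 2.3% and 23.1% of their counts.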

My1 further specifically up-regulated *cats* (ENSSSAG00000070942) and *ctsd* (ENSSSAG00000027269), encoding cathepsin S and D, proteolytic enzymes with established macrophage roles in bacterial killing and antigen processing (79). 

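Over all myeloid cells cath2 (ENSSSAG00000049319) rose from 8.68 ± 0.621 to 295 ± 47.9 CPM (SD, n = 2 fish per group), with 1, 1, 81 and 43 counts in Control 1, Control 2, Infected 1 and Infected 2. Its log2 fold change was 4.88 (standard error 0.80, adjusted p = 4.04e-04 by edgeR), and its adjusted p was 0.0951 without Control 1 (log2 fold change 4.88) and 0.117 without Control 2 (log2 fold change 5.02) by edgeR. The abr gene (ENSSSAG00000080204) changed by 1.51 (standard error 0.56, adjusted p = 0.123 by edgeR) and passed the threshold without Infected 1 (1.97, adjusted p = 9.54e-04) by edgeR. The shares that free RNA would give were 1.1% and 0.3% of the counts of cath2 and abr.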

My2 specifically up-regulated 32 genes, including *cath2* (6.6-fold upregulated ENSSSAG00000049319), encoding an antimicrobial peptide that increased in abundance in response to *Aeromonas* infection in salmon plasma (80) and *abr* (6.6-fold upregulated; ENSSSAG00000080204), encoding a GTPase-activating protein that down-regulates the inflammatory actions of macrophages (81).

My3 specifically up-regulated 16 genes, including *il12p40b2* (5.7-fold up-regulated; ENSSSAG00000069633), best known as a component of IL-12 and/or IL-23 heterodimers, but that also has defined cytokine functions as a monomer protein, including promotion of DC migration in response to bacterial infection in mammals (82, 83). 

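The il12p40b2 gene was higher in myeloid sub-cluster 4, the one with the highest ptprsa, by 6.38 on the log2 scale against the other myeloid cells (adjusted p = 4.75e-09 by edgeR). Over all myeloid cells it had 10, 6, 10 and 10 counts in Control 1, Control 2, Infected 1 and Infected 2, or 82.4, 54.7, 32.2 and 76.5 CPM, too few to test for a response to infection.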

Another induced gene was *afp4* (3.7-fold up-regulated; ENSSSAG00000072959), encoding type IV ice-structuring protein LS-12, an apolipoprotein-like molecule that dramatically increases in abundance in salmon plasma following *Aeromonas* infection (84). 

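Over all myeloid cells afp4 was at 247 ± 128 CPM in control and 524 ± 38.3 CPM in infected fish (SD, n = 2 fish per group), a log2 fold change of 0.99 (standard error 0.55, adjusted p = 0.315 by edgeR), and passed the threshold without Infected 2 (1.21, adjusted p = 0.0479) by edgeR. Of its counts in these nuclei 95% would come from free RNA.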

My4 specifically up-regulated 64 genes, including *gas7* (8.56-fold up-regulated; ENSSSAG00000076110), which has a crucial role in phagocytosis (85), *dnase1l3* (8.4-fold up-regulated; ENSSSAG00000066441), which controls inflammasome-induced cytokine secretion (86), and *cd82* (6.9-fold up-regulated; ENSSSAG00000052206), previously shown to be up-regulated during DC activation, where is promotes stable interactions between DCs and T cells, and MHC-II maturation (87). 

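In all myeloid nuclei of Control 1, Control 2, Infected 1 and Infected 2, gas7 had 1, 1, 0 and 0 counts, dnase1l3 3, 8, 2 and 0 and cd82 1, 1, 3 and 3. None of the 3 genes had enough counts for a test, and a fold change from these counts would rest on single UMIs. The paper's test asked for expression in a minimum share of nuclei, so its My4 may hold nuclei that are not in the myeloid class here. In the same order of fish, 78, 96, 176 and 31 immune nuclei were left out here as mixed. Whether the paper's My4 nuclei are among them was not tested.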

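The irf4 gene (ENSSSAG00000039730) had 2, 0, 2 and 0 counts in the myeloid nuclei of Control 1, Control 2, Infected 1 and Infected 2, so a change with infection was not detectable at this depth.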

My4 further upregulated *irf4* (6.28-fold up-regulated; ENSSSAG00000039730), a gene essential to the ability of DCs to promote Th2 differentiation and inflammation (88).

## Discussion

This study greatly enhances our knowledge of liver function in a salmonid fish with global commercial and scientific importance. The major advancement compared to previous work comes from our application of snRNA-Seq, which, in contrast to previously past bulk transcriptomic or proteomic studies, allowed us to identify multiple hepatic cell populations, before dissecting the role of this heterogeneity in host defense following bacterial infection. Furthermore, a plethora of novel marker genes are reported for developmentally and functionally diverse hepatic cell types, which will be useful for future studies investigating traits relevant to salmonid health and immunological status.

Our results demonstrate the essential contribution of hepatocytes to the antibacterial and acute phase response in Atlantic salmon. Transcriptomic heterogeneity in the dominant hepatocyte population (i.e., H1-4; **Figure 3**) was inconsistent with distinct hepatocyte populations. Instead, our data supports a single hepatocyte population that can exist in radically distinct transcriptional states dependent on infection status. At one extreme are the hepatocytes that dominate the liver of healthy fish (H1/2), which appear to be performing routine functions controlled by master hepatic transcription factors and signaling pathways. Conversely, the liver of bacterially infected Atlantic salmon was dominated by hepatocytes (H3/4) that downregulated master hepatic pathways (e.g. controlling metabolic functions), and up-regulated a suite of genes encoding APPs and innate immune molecules. This includes many APPs routinely detected in Atlantic salmon plasma by proteomics (89) implying extremely high abundance. As most plasma proteins derive from liver, this aligns with our finding that these ‘defense-specialized’ hepatocytes strongly up-regulated mTOR, its target ribosomal protein-coding genes, and genes from protein secretion pathways, presumably to boost APP translation and secretion rates during the acute phase response. This striking repurposing of hepatocyte function upon infection illustrates the vital role these cells play as a hub for cross-talk between metabolism and immunity, presumably allowing energetic resources to be allocated towards clearing a pathogen at the short-term cost of limiting investment into routine hepatic functions e.g. supporting growth (14).

Interestingly, a sub-population of defense-specialized hepatocytes (i.e. H5; **Figure 3**), almost exclusively derived from infected fish, specifically expressed genes associated with NF-κB signaling (e.g. *relb* was ~10-fold more highly expressed in this population compared to the average across the eight other hepatocyte subpopulations). In addition, H5, among all hepatocyte sub-populations, showed the highest expression of *stat3*, which is indispensable for activation of APP and protein secretion pathway gene expression during bacterial infection in mice, acting downstream of NF-κB (37, 90). As APP and secretory protein pathway genes were strongly up-regulated in the dominant sub-populations of defense-specialized hepatocytes (H3/4), which lacked significant *relb* expression, H5 may represent an intermediate hepatocyte state, where the activation of the APP response and associated secretory pathway is first initiated. A previous scRNA-Seq study of zebrafish liver failed to identify hepatocytes showing any equivalent specialization towards host defense (18), while another identified a minor hepatocyte population enriched for immune functions (17), which may be analogous to H3-H5. Differences with these past zebrafish studies may reflect the fact that both studies utilized control zebrafish lacking immune stimulation. However, the fact that H3-5 comprised a significant fraction of hepatocytes in our control fish could also be explained by differences in liver function, potentially indicative of a higher baseline inflammatory state in the liver of the Atlantic salmon population we studied.

While representing a small population of liver nuclei, we also offer evidence for polyploid hepatocytes in Atlantic salmon. The functional role of polyploidy in mammalian liver remains ill-defined, despite extensive study over decades (43). Work done over 40 years ago showed that the liver of several teleosts contained polyploid hepatocytes (91), so our result is perhaps not unexpected. Polyploidy increases with aging in mammals (43), which may explain why this hepatocyte population was so limited in the fish used in our study, which were juveniles. However, polyploid hepatocytes were not reported in past scRNA-Seq studies of zebrafish liver, which included an 18-month-old adult population (17), representing half the adult lifespan for this species. More work is required to understand the role of hepatocyte polyploidy in teleost health and disease.

It is important to acknowledge that comparing our results with liver scRNA-Seq studies in other species has limitations due to fundamental differences in experimental execution, which, for example, is linked to striking differences in the composition of the cells captured. For example, a preprint by ref (18) surprisingly identified T cells as the dominant liver population in zebrafish, with hepatocytes reflecting a smaller proportion than expected. While underrepresentation of hepatocytes has been observed in several mammalian liver scRNA-Seq studies, a separate zebrafish scRNA-Seq study identified hepatocytes as the most abundant liver cell type (17), albeit at a smaller fraction than for our snRNA-Seq atlas in Atlantic salmon. This perhaps illustrates a recognized benefit of snRNA-Seq compared to scRNA-Seq; a more accurate representation of the true tissue cell diversity [e.g. (27, 28, 94)]. Considering our limited knowledge of cellular diversity in most fish species, including salmonids, careful comparisons of results from scRNA-Seq and snRNA-Seq will be required to establish baseline expectations for future studies.

This is the first single cell transcriptomic study to characterize immune cell heterogeneity in the liver of a salmonid fish, and the first single cell study in any teleost to characterize transcriptomic responses of specific hepatic immune cell subtypes to infection. Past scRNA-Seq studies of zebrafish liver paint very distinct pictures of lymphocyte diversity, with one reporting no B cells, and little T cell heterogeneity (17). Conversely, a recent preprint reported a small B cell population, and six T cell sub-clusters capturing distinct CD8 and CD4 subsets (18). While we also identified a single B cell population and multiple T cell sub-clusters, the identity of T cells was markedly less clear in our data, due partly to a general lack of *cd4* and *cd8* expression, which may reflect a limitation of snRNA-Seq, or the lower sequencing depth in our study compared to (18). However, unlike these previous studies, we identified a small population of *sox13* ^+^ γδ T cells, an ancient vertebrate T cell subtype with roles bridging adaptive and innate immunity. In zebrafish, γδ T cells possess phagocytic ability and act as APCs that activate CD4^+^ T cells, inducing B cell proliferation (93). In mammals, γδ T cells increase dramatically in liver during inflammatory conditions (94) and produce IL-17 essential for the innate response to bacterial infection (95). While γδ T cells have not been reported among the plethora of immune cells reported to date in scRNA-Seq studies spanning different teleost species (96), we find them readily identifiable in Atlantic salmon by *sox13* expression in multiple tissues (not shown). Consistent with their known functions, salmon liver γδ T cells up-regulated genes with roles spanning innate and adaptive immunity during the early response to *Aeromonas* infection.

Our study also identified evidence for myeloid heterogeneity within the Atlantic salmon liver, including two candidate DC populations that showed a strong response to bacterial infection, up-regulating genes required for interactions with T cells, phagocytosis and inflammasome activation, suggesting conserved roles between mammals and salmonids, as shown elsewhere (97). DCs were reported in a recent scRNA-Seq study of zebrafish liver (31), but not in two other liver scRNA-Seq analyses from the same species (17, 18). DCs have also been reported in Atlantic cod spleen (98). We observed two distinct candidate macrophage populations, matching the level of heterogeneity recently reported in two previous zebrafish studies (17, 18). A natural question relates to the relationship of teleost macrophages and mammalian Kupffer cells (KCs). Past work largely agrees that KCs are amniote-specific and hence not present in teleost liver (99), including for Atlantic salmon (100). Consistent with this notion, a recent study in zebrafish identified that resident macrophages were not located in the sinusoidal space, and lacked phagocytic ability (101). However, a recent cross-vertebrate scRNA-Seq analysis of liver cell repertoires reported putative KCs in the liver of zebrafish based on a conserved transcriptomic signature with mammals (31). This study did not report any heterogeneity within the macrophages beyond the putative KCs, notably lacking any monocyte-derived macrophages known to make up a large proportion of macrophages in mammalian livers (2, 3), and which share marker genes with our Atlantic salmon macrophage clusters. We failed to identify conserved expression of the signature marker genes for KCs (in addition to transcription factors associated with KCs) defined in this past study (31) in any of our myeloid sub-clusters from Atlantic salmon (**Supplementary Figure 9**). 

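Of the 36 salmon genes that the paper lists for the Kupffer cell signature, 10 had enough counts for the test between immune classes and 5 of these were higher in myeloid cells (adjusted p under 0.05 by edgeR). They include c1qc (ENSSSAG00000007725; log2 difference 5.96), slc40a1 (ENSSSAG00000053607; 5.59), havcr1 (ENSSSAG00000080172; 5.12), rxra (ENSSSAG00000067352; 1.86) and tcf7l2 (ENSSSAG00000077505; 1.17). 5 of the genes had no count in myeloid nuclei and 17 had fewer than 20, among them spic (ENSSSAG00000047268) without a count. The comparison was with other immune cells, so it does not separate Kupffer cells from other macrophages.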

While KCs were not expected among our macrophage populations, it is worth noting the expression of the predicted Atlantic salmon orthologues of mammalian *Clec4f* (ENSSSAG00000040735 and ENSSSAG00000076658). *Clec4f* encodes a C-Type Lectin (also known as Kupffer cell receptor) expressed specifically in KCs to the exclusion of non-liver macrophages (102, 103). In our Atlantic salmon dataset, one predicted orthologue of *Clec4f* is expressed across all four myeloid populations (ENSSSAG00000076658), showing highest expression in My2, whilst the other (ENSSSAG00000040735) was expressed across all immune cell types (**Supplementary Table 11**). Furthermore, both genes were among the top up-regulated genes in hepatocytes following *Aeromonas* infection (**Supplementary Table 8**). These findings highlight the potential for major differences in marker gene cell-specific expression and presumably function for homologous genes shared by mammals and teleosts.

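In T, B, NK-like and myeloid cells, the Clec4f orthologue ENSSSAG00000076658 was at a mean of 1696, 1611, 1836 and 1897 CPM and ENSSSAG00000040735 at 2974, 2837, 3530 and 2500 CPM. Free RNA would give 87% and 100% of their counts in myeloid cells, and 109% of those of ENSSSAG00000076658 in B cells, so these levels are at or close to the background. Within myeloid cells ENSSSAG00000076658 was higher in sub-cluster 1, by 0.85 on the log2 scale (adjusted p = 0.00459 by edgeR). With infection it rose in myeloid cells by 2.99 (adjusted p = 0.00354 by edgeR; 0.404 without Control 1 (log2 fold change 2.95) and 0.541 without Control 2 (log2 fold change 3.16)), and in B cells by 2.78 (adjusted p = 0.0164 by edgeR; 0.967 without Control 1 (log2 fold change 3.35) and 0.997 without Control 2 (log2 fold change 2.34)).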

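In hepatocytes ENSSSAG00000076658 rose from 309 ± 97.7 to 2452 ± 666 CPM (SD, n = 2 fish per group), a log2 fold change of 2.99 (standard error 0.37, adjusted p = 0.014 by edgeR), and 2.69 without Control 2 (adjusted p = 0.0667 by edgeR). ENSSSAG00000040735 rose from 1305 ± 466 to 3791 ± 1648 CPM (SD, n = 2 fish per group), with a log2 fold change of 1.54 (standard error 0.43, adjusted p = 0.0707 by edgeR). It passed the threshold without Infected 2 (1.97, adjusted p = 0.0194 by edgeR) and in DESeq2 (adjusted p = 0.00111).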

Having robust marker genes for different cell-types is clearly essential for accurate studies of cell biology in any species. However, single cell transcriptomics studies performed to date, including this study, demonstrate that marker genes can vary markedly across species, especially for immune cells (96, 104). This demands a broader uptake of single cell transcriptomics in more species to define conserved from non-conserved marker genes, and to separate true biological or evolutionary differences in cell heterogeneity and associated marker genes from differences introduced by technical reasons discussed earlier, including the use of snRNA-Seq vs. scRNA-Seq. In salmonid fishes, the presence of an ancestral whole genome duplication, and the associated retention of numerous duplicated genes that have diverged extensively in tissue expression (22, 105–107), further challenges the transfer of knowledge on marker genes from model species - more work is required in this area. In summary, our comprehensive dissection of the Atlantic salmon liver using single cell transcriptomics has generated many species-specific marker genes for a range of immune and non-immune cell types that contribute to health and immunological traits of relevance to sustainable aquaculture. Our results can further be used to extract cell-specific information from existing and future bulk gene expression studies.

## Data availability statement

All data generated in this study has been made available in the GEO database (https://www.ncbi.nlm.nih.gov/geo/). Accession: GSE207655.

## Ethics statement

The animal study was reviewed and approved by Animal work was carried out in compliance with the Animals (Scientific Procedures) Act 1986 under Home Office license PFF8CC5BE and was approved by the ethics committee of the University of Aberdeen.

## Author contributions

Designed study: DM, RRD, RT; coordinated sampling and disease challenge experiment: SM; performed fish sampling: SN, SM, DM; performed quantitative PCR: SN; optimized nuclear isolation: RRD; generated snRNA-Seq libraries: RD, RRD; provided infrastructure for snRNA-Seq: NH; performed bioinformatics: RT; interpreted immunological data: TC, PB; drafted manuscript: DM, RT, RRD; made figures and tables: RT, DM; contributed to data interpretation and finalization of manuscript: all authors.

## Funding

This study was funded by grants from the Scottish Universities Life Sciences Alliance (Technology Seed Funding Call), the University of Edinburgh’s Data Driven Innovation Initiative (Scottish Funding Council Beacon ‘Building Back Better’ Call), and the Biotechnology and Biological Sciences Research Council, including the institutional strategic programme grants BBS/E/D/10002071 and BBS/E/D/20002174 and the responsive mode grant BB/W005859/1. NH is supported by a Wellcome Trust Senior Research Fellowship in Clinical Science (ref. 219542/Z/19/Z).

## Acknowledgments

For the purpose of open access, the authors have applied a Creative Commons Attribution (CC BY) license to any Author Accepted Manuscript version arising from this submission.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Single cell transcriptomics of Atlantic salmon (Salmo salar L.) liver reveals cellular heterogeneity and immunological responses to challenge by Aeromonas salmonicida
**Source:** Front Immunol. 2022 Aug 24;13:984799. doi: 10.3389/fimmu.2022.984799
**Supplement:** Supplementary file 2

Supplementary Information

**Single cell transcriptomics of Atlantic salmon (*Salmo salar* L.) liver reveals cellular heterogeneity and immunological responses to challenge by *Aeromonas salmonicida***

Richard S. Taylor, Rose Ruiz Daniels, Ross Dobie, Shahmir Naseer, Thomas C. Clark, Neil C. Henderson, Pierre Boudinot, Samuel A.M. Martin, Daniel J. Macqueen

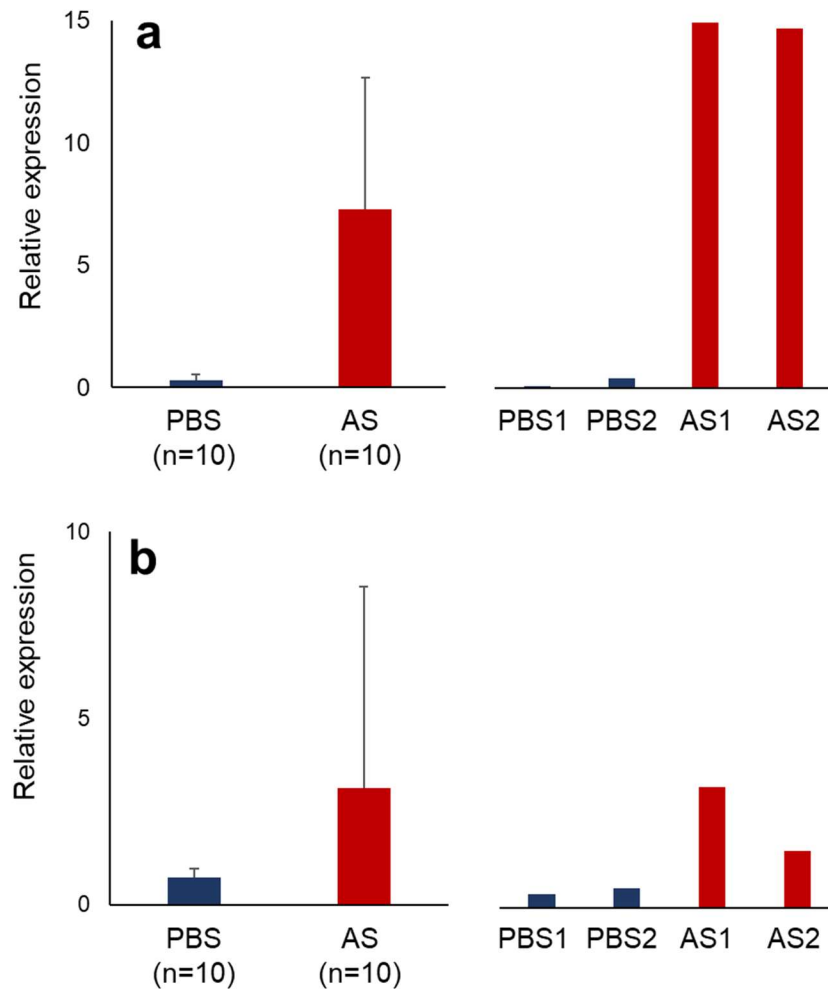

**Supplementary Figure 1.** Sample selection for snRNA-Seq was informed by expression of marker genes for the liver acute phase response. Quantitative PCR was used to measure the expression of established markers for the liver acute phase response in control (PBS) and *Aeromonas* infected (AS) samples: *saa* encoding serum amyloid alpha (**a**) and *hamp* encoding hepcidin (**b**). The data shown on the left of each figure is the average and standard deviation for normalized relative expression across the sampled population (n=10 per treatment). For both marker genes, the population difference between PBS and AS is highly significant according to Kruskal-Wallis tests (for *saa*,  $H = 14.29$   $P < 0.0001$ ; for *hamp*,  $H = 8.69$ ,  $P = 0.003$ ). The data shown on the right shows normalized relative expression for the individual selected samples using in snRNA-Seq.

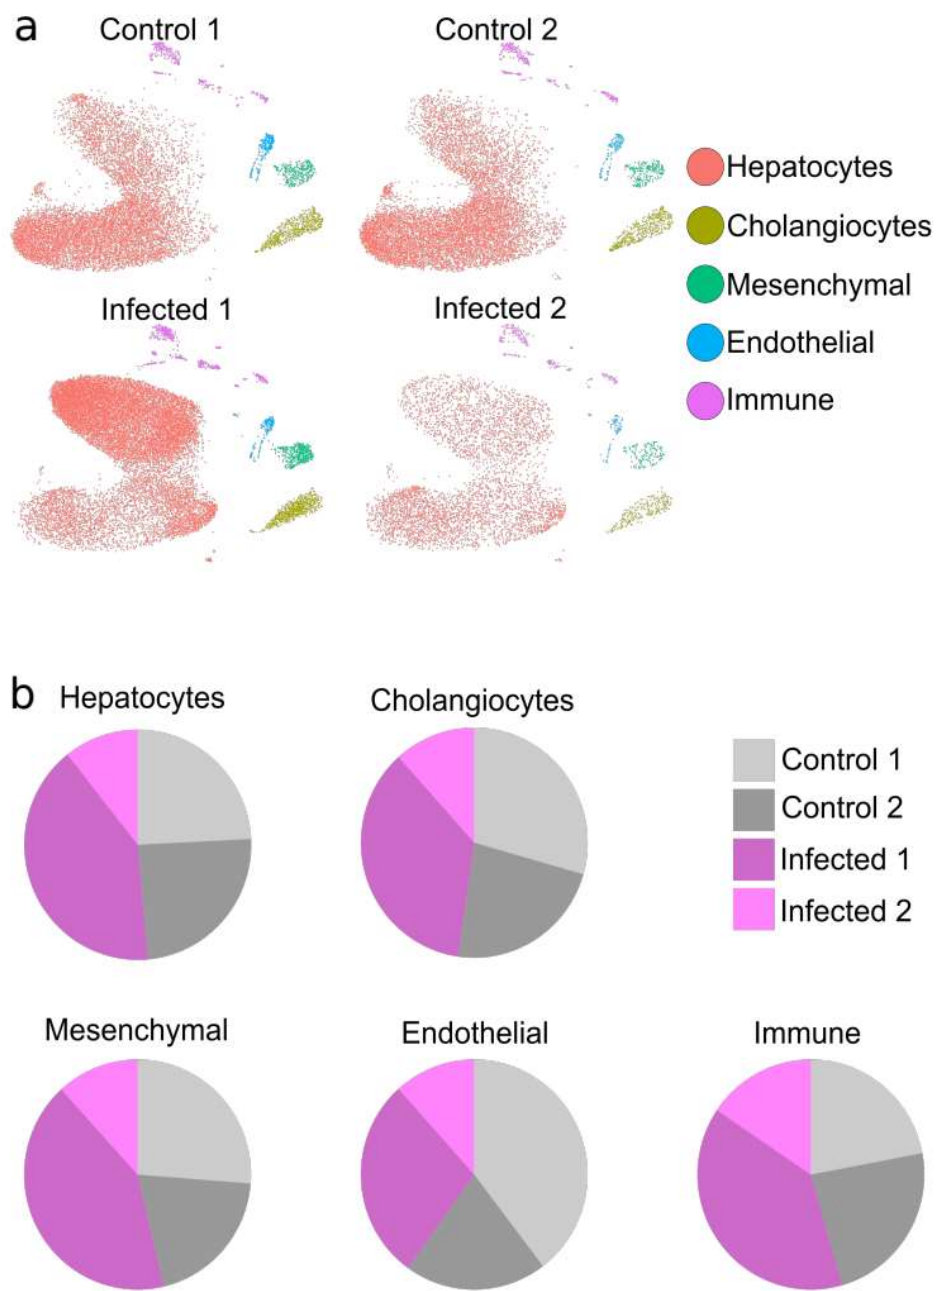

**Supplementary Figure 2.** Reproducibility of UMAP clustering across  $n=4$  samples (**a**) and the contribution of each sample to the nuclei captured (**b**), for the five major liver cell clusters.

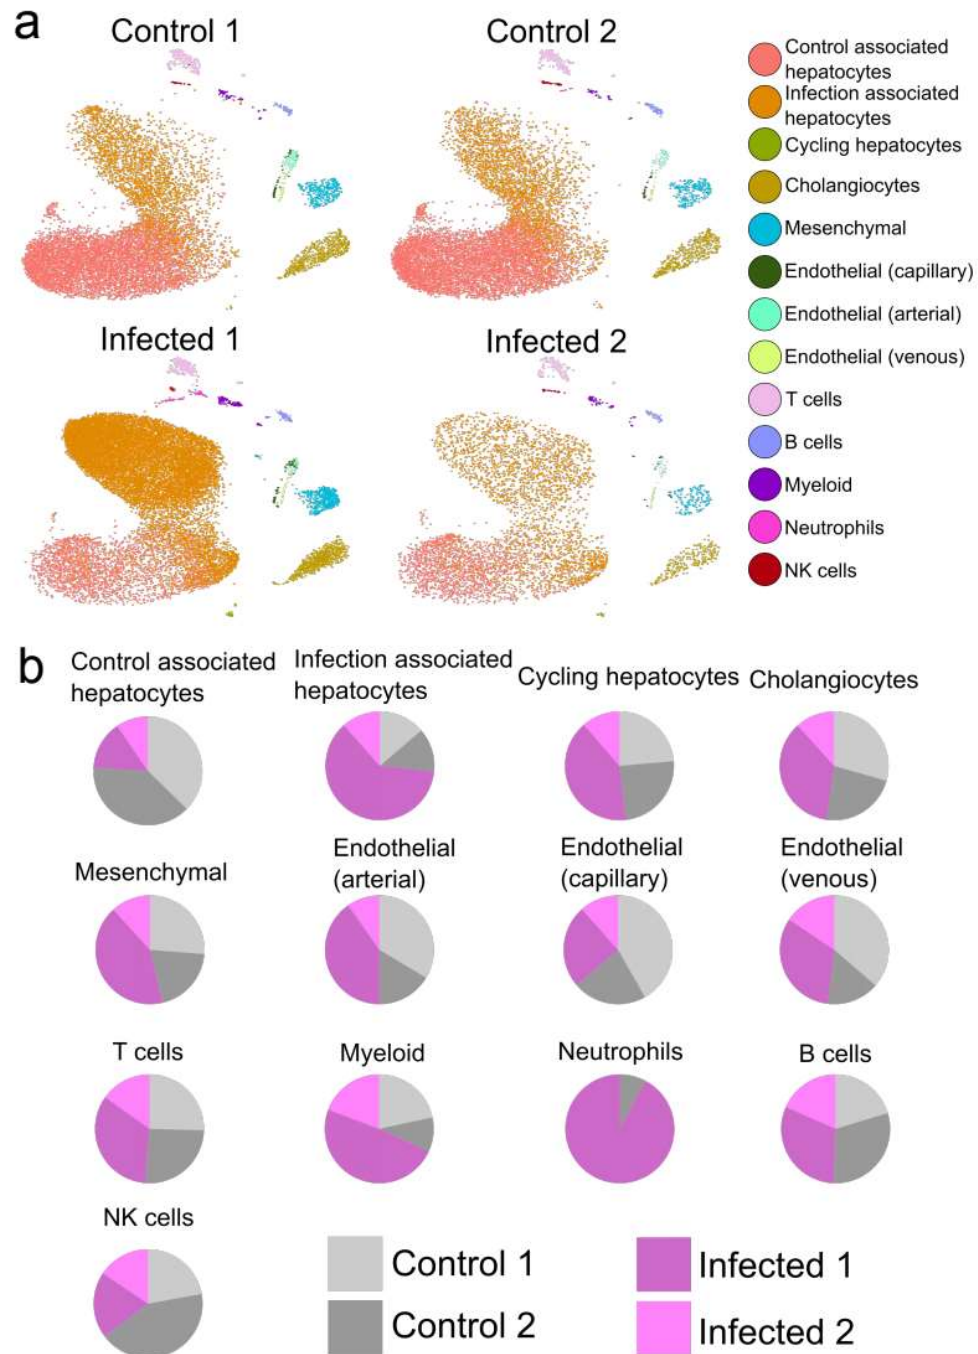

**Supplementary Figure 3.** Reproducibility of UMAP clustering across  $n=4$  samples (**a**) and the contribution of each sample to the nuclei captured (**b**), for 13 cell clusters presented in Fig. 1a

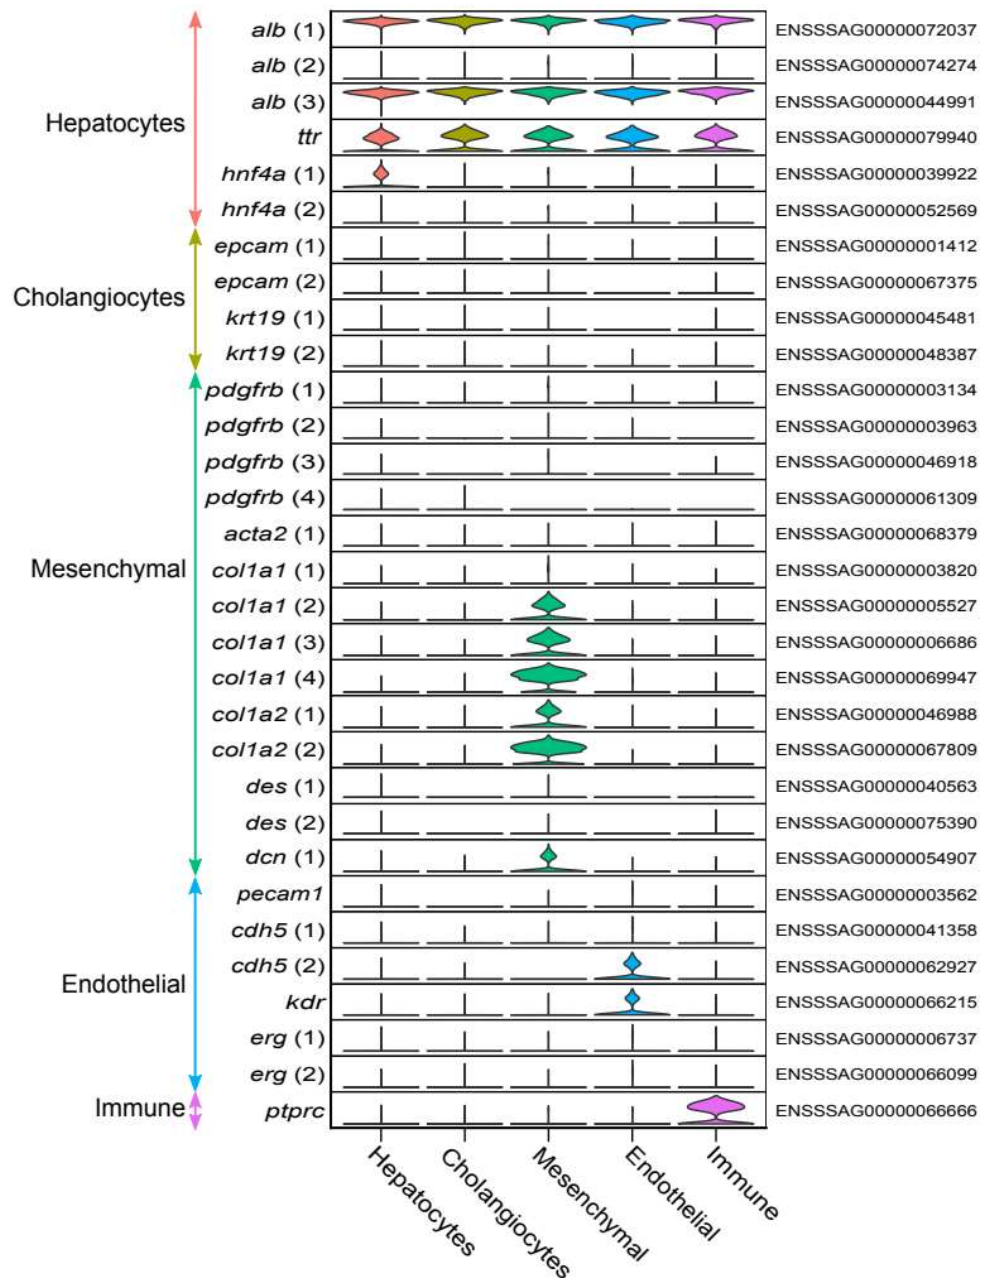

**Supplementary Figure 4.** Expression of Atlantic salmon orthologues to mammalian marker genes for the major liver cell types in our snRNA-Seq dataset. The genes shown are Atlantic salmon orthologues of marker genes for human liver cell types presented in Ramachandran et al. 2019 (cited as ref 3 in main text). In addition to the genes displayed, zero expression was observed for Atlantic salmon orthologues of the mesenchyme markers *Acta2* (ENSSSAG00000079015), *Dcn* (ENSSSAG00000061134), and *Des* (ENSSSAG00000047730 and ENSSSAG00000047730), in addition to the hepatocyte marker *Tf* (ENSSSAG00000080023). No orthologue of the hepatocyte marker *Cyp2a6*, mesenchyme marker *Col3a1*, and cholangiocyte marker *Cd24* could be identified in the Atlantic salmon genome.

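In the nuclei named here, summed over fish, acta2 (ENSSSAG00000079015) had 0 counts in mesenchymal cells and 11 in hepatocytes, and dcn (ENSSSAG00000061134) had 11 counts and des (ENSSSAG00000047730) 1 in mesenchymal cells. The transferrin gene ENSSSAG00000080023 had 17 counts in hepatocytes. The sums per fish held between 324960 and 1092587 UMIs in mesenchymal cells and between 15430878 and 28697001 in hepatocytes. Counts this low can come from free RNA or misplaced reads and are not read as expression.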

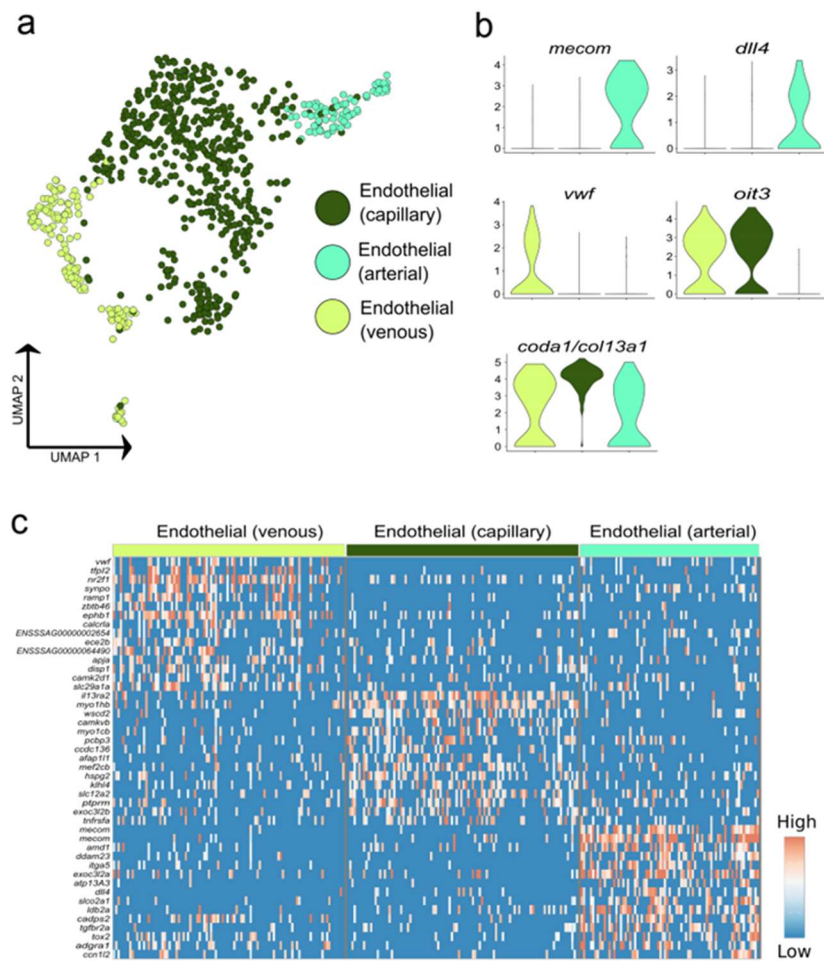

**Supplementary Figure 5.** Visualisation of the sub-clustering performed on the endothelial cells. **(a)** UMAP highlighting the three endothelial sub-clusters. **(b)** Expression of *mecom* (ENSSSAG00000041461) and *dll4* (ENSSSAG00000001347) indicate arterial properties; expression of *vwf* (ENSSSAG000000057945) indicates venous properties; expression of *oit3* (ENSSSAG000000054635) and *coda1* (ENSSSAG000000074170) indicate capillary characteristics. **(c)** Heatmap for the top 15 markers genes distinguishing each endothelial population based on a differential gene expression test.

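Among the endothelial sub-clusters found here, mecom (ENSSSAG00000041461) was higher in sub-cluster 3 by 4.19 and dll4 (ENSSSAG00000001347) by 3.60 on the log2 scale against the mean of the others (adjusted p = 1.42e-13 and 6.65e-07 by edgeR). In sub-cluster 2, vwf (ENSSSAG00000057945) was higher by 3.90 (adjusted p = 4.75e-11 by edgeR). Oit3 (ENSSSAG00000054635) was higher in sub-clusters 1 and 2, by 3.64 and 3.60, and coda1 (ENSSSAG00000074170) in sub-cluster 1, by 2.38 (adjusted p of at most 1.99e-09 by edgeR).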

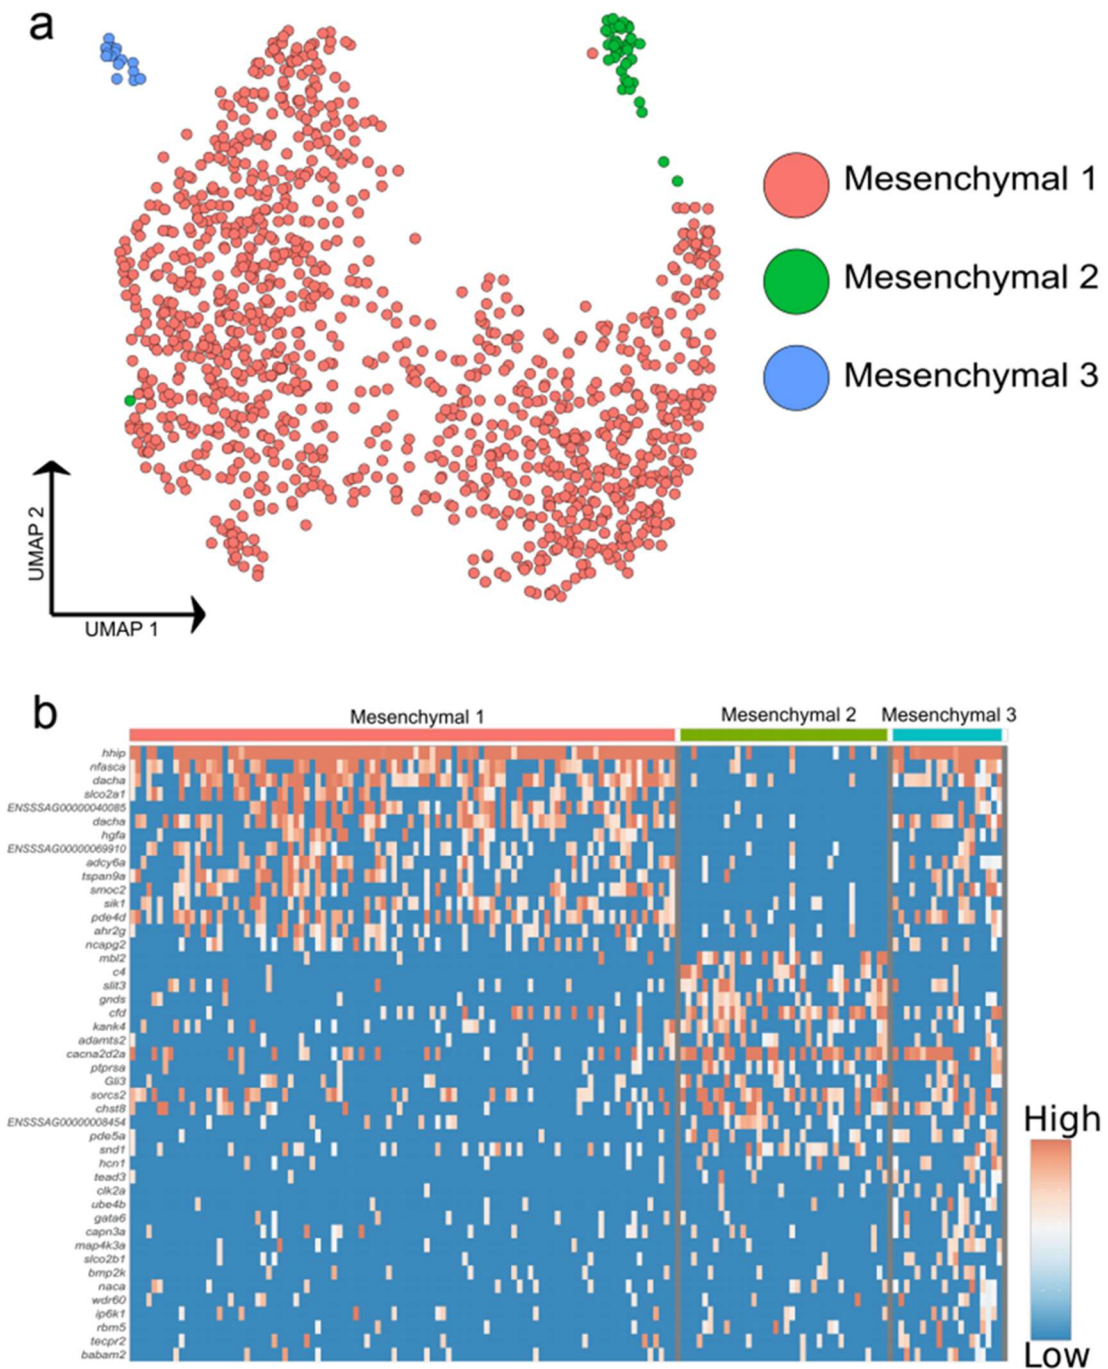

**Supplementary Figure 6.** Visualisation of the sub-clustering performed on the mesenchymal cells. **(a)** UMAP highlighting the three potential mesenchymal populations. **(b)** Heatmap for the top 15 markers genes distinguishing each mesenchymal sub-population.

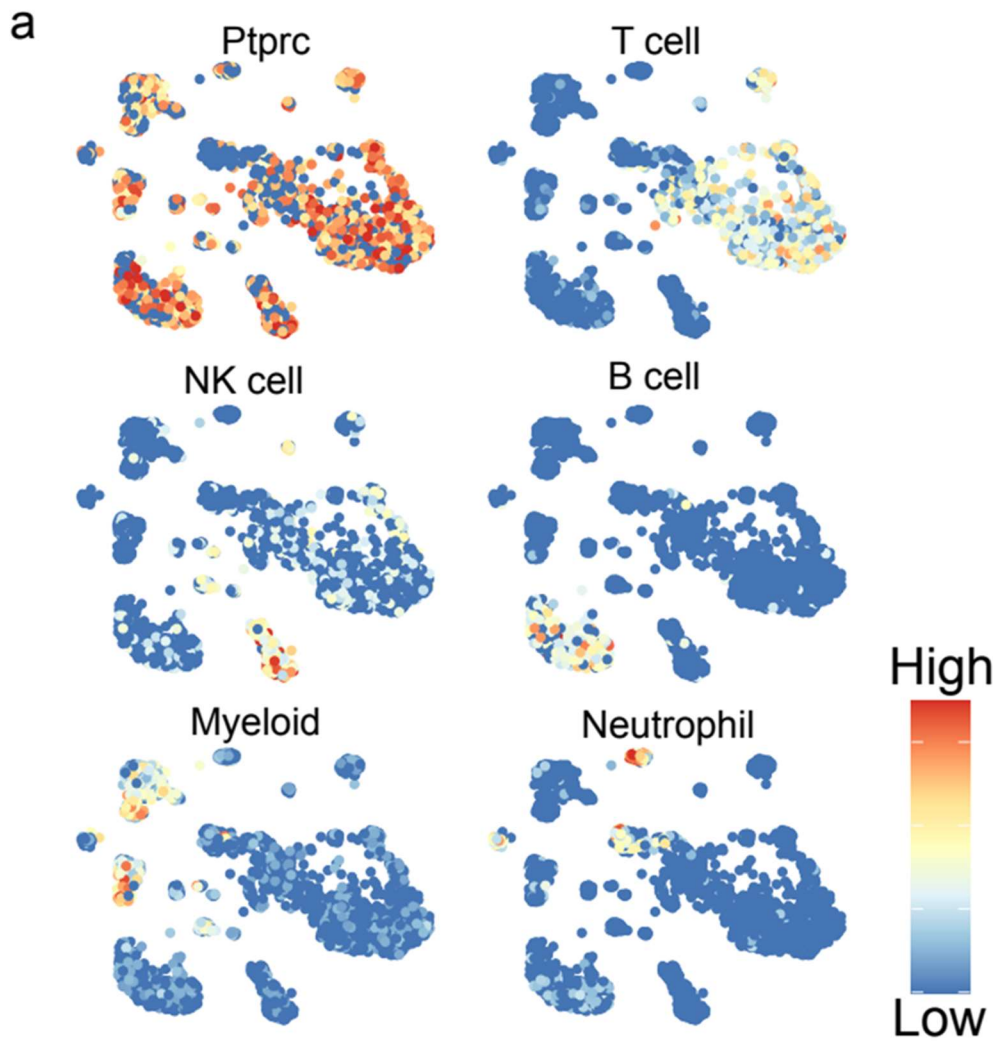

**Supplementary Figure 7.** Mean expression of *a priori* marker genes used to identify each broad immune cell population. The pan-immune marker *ptprc* was used to establish cells as immune cells, and mean expression levels of the following panel of markers was used to annotate with immune cell subtype. T cells: *tox2*, *tcf7*, *cd3e*; NK-like cell: *prf1.3* and *runx3*; B cells: *cd37* and *cd79a*; Myeloid cells: *mpeg1*, *cd63*, *csflr*, and *lyz2*; Neutrophil: *ncf1*, *mmp9* and *itgax*.

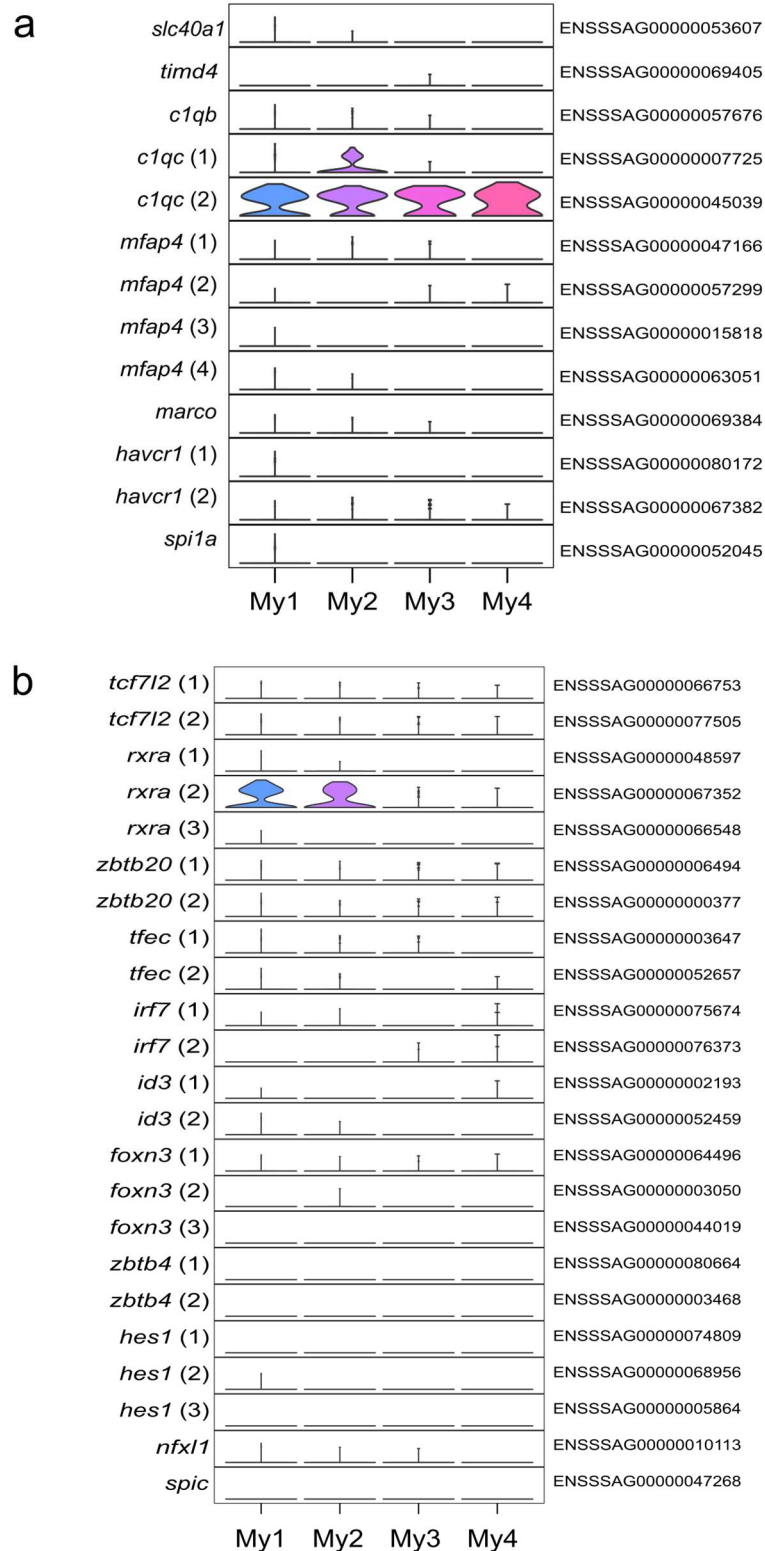

**Supplementary Figure 8.** For the four Atlantic salmon myeloid populations identified in this study, we plot the expression of putative orthologues to (a) marker genes for zebrafish ‘Kupffer cells’ highlighted by Guilliams et al. (2022) (i.e. cited as ref 31 in the main text) and (b) mouse Kupffer cell transcription factor coding genes, that showed some degree of conserved expression in other vertebrate lineages (after Guilliams et al., 2022)

How the deposited data were processed for this re-analysis (not part of the article)

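Nuclei of frozen liver from 4 Atlantic salmon were analysed, 2 control fish and 2 fish sampled 24 hours after injection of 0.5 mL with 200000 CFU per mL of Aeromonas salmonicida. Each fish gave 1 library, and the fish is the replicate throughout. The authors deposited, for each fish, the UMI count of every gene in every barcode, without normalisation. They made these counts with StarSolo 2.7.7a on the unmasked ICSASG_v2 genome with Ensembl release 104, over exons and introns of protein coding genes, with up to 20 alignments per read in random order, and asked for the top 100000 barcodes, so the counts include empty droplets. The reads themselves were not used here. Of the 47233 genes, 29923 carry a symbol, and the annotation of a newer genome in the reference shares no identifier with them, so genes are named by symbol and Ensembl identifier without coordinates.

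Nuclei were called in each fish as barcodes above the lower elbow of the curve of log10 UMIs against log10 rank, with the chord ending at rank 50000, or above 2 times the median of later-ranked barcodes where that was higher, as in Control 1 and Infected 1. Each fish was then clustered by itself with scanpy 1.11.5 (Leiden clustering with leidenalg 0.10.2 and igraph 0.11.9, resolution 2, 2000 variable genes, 30 principal components, 20 neighbours). Clusters with fewer than 5 markers of their own were removed in repeated rounds where their median UMI count lay more than 1 median absolute deviation below that of the fish on the log scale, or lay below it with a correlation of at least 0.94 to free RNA. The remaining clusters were named from marker genes that the study, apart from the red cell, thrombocyte and neutrophil symbols, picked from these same libraries. A class needed at least 3 markers raised by more than 1 on the log2 scale and a mean log2 difference over 1.3, and hepatocytes the same number of markers raised by more than 0.5 and a mean difference over 0.6. Every gene that the paper names was held out of the clustering and the naming. Erythrocyte and thrombocyte clusters, clusters with markers of more than 1 lineage and clusters without a clear lineage were left out of the lineages. The end of the chord, the rule for removing clusters and all naming thresholds were set after the counts had been seen and before any test of infected against control fish was fitted. They were revised over several rounds, with the number of nuclei per fish in view beside the paper's numbers, and with the leading genes of each cluster in view beside the populations the paper describes. The first threshold for hepatocytes, a mean difference of 1, left most of Infected 1 without a name, since free RNA rich in hepatocyte transcripts makes the differences smaller there, and it was lowered. The threshold for the other classes was also changed more than once, after clusters led by ribosomal or dendritic cell genes had been named to a class they did not resemble, and markers of the immune classes came to count as markers of the immune lineage so that a T-like cluster kept its name. A nearness of the numbers of nuclei, the shares of lineages or the immune classes to those in the paper is therefore not independent evidence for either. Sub-clusters of a lineage or class were found with genes scaled within each fish, at the lowest resolution that gave at least the number of sub-clusters the paper reports, and keep numbers by size.

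Counts were summed over the nuclei of a class in each fish. Infected and control fish were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalisation, edgeR's filter on low counts, Benjamini-Hochberg adjustment over all genes tested), and a gene was called at an adjusted p under 0.05. A class was tested only where every fish had at least 10 nuclei of it, which left out NK-like and neutrophil-like cells. Lineages, immune classes and sub-clusters were compared with each other in models with the fish as a block, and a sum of fewer than 5 nuclei was left out there. Differences in the response between classes were tested as the effect in 1 class minus the mean of the effects in the others. Sets of genes were tested with an exact permutation of their mean over fish, which was added after the results had been seen, with fry in limma 3.58.1, and with camera at its preset correlation of 0.01 as the other method. The standard error given beside a log2 fold change was computed from the fold change and edgeR's F statistic. CPM values use TMM normalisation, and their SD is over fish. The share of nuclei in each lineage was compared by an exact two-sided permutation test, and its intervals are exact binomial (Clopper-Pearson) intervals at 95%, which cover counting error only.

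The named genes are every gene that the paper names by identifier or symbol in its results, discussion, Supplementary Table 2 or supplementary figures, 165 in all, whose values in the supplementary tables had been seen, and the 10 called genes with the largest absolute log2 fold change in hepatocytes whose 2 infected fish both lie on the same side of both control fish. Free RNA was read from barcodes of the same fish ranked below 50000 that held at least 100 UMIs. Its share of the counts of a class was estimated from 23 plasma protein genes and is an upper limit, since a class may express such genes itself. For the subtraction, the mean profile of such a barcode was multiplied by the number of nuclei and taken from the sums.

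The edgeR analysis was tested on simulated data, in which the counts of 200 genes were changed by known folds. All genes were drawn with the same spread, and only genes with a mean count at or above the median were changed. The rates below hold for that setting. They do not cover a spread that differs between genes, a single outlying fish or changes in genes with fewer counts. In hepatocytes it recovered 70.5% of the changed genes with 6% false calls, in T cells 54.1% with 5.4%, in B cells 43.2% with 1.2% and in myeloid cells 58.7% with 3.5%. The sums of named nuclei held between 16812643 and 32768884 UMIs per fish, so a gene with a handful of counts in a class cannot show a change there. The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's median-ratio factors or library size alone in place of TMM, no filter on low counts, the replicate number as a block, each fish left out in turn, only nuclei of at least 1000 or of at least 2000 UMIs, removal of doublets called by Scrublet, free RNA subtracted, clustering at resolution 1, the steepest point of the ranked curve in place of the lower elbow, the next higher resolution of sub-clustering, and other choices of genes and pairing for the infection score. Where a fish is left out, 1 group holds a single fish, which is assumed to vary like the other group. Scrublet's automatic threshold called between 0% and 83% of nuclei, so it was set at the highest 6% of scores, a choice made after this was seen. The set threshold called 4.35%, 4.88%, 5.52% and 5.84% of the nuclei of Control 1, Control 2, Infected 1 and Infected 2. A hepatocyte naming threshold of 0.4, an acute phase list without chance matches, a crossed pairing for myeloid cells and all fits of erythrocyte-like nuclei were also added after the data had been seen. The abundance of the paper's hepatocyte sub-clusters, which were formed on genes that change with infection, was not analysed here. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.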

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

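The tests of erythrocyte-like nuclei, and the test of free RNA as the whole of the rise of every gene called higher, were chosen after the results had been seen, and the tests between classes were planned.

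The response to infection differed between hepatocytes and the mean of the other lineages for 52 of 14023 genes (adjusted p under 0.05 by edgeR), with a larger change in hepatocytes for 22 and a smaller or more negative one for 30. This was 5 without Control 1, 4 without Control 2, 245 without Infected 1 and 277 without Infected 2. Among the paper's genes, the change in hepatocytes minus that in the other lineages was -1.29 for foxo3, -1.48 for the timp2 gene ENSSSAG00000064056 and -1.50 for prkag2a (adjusted p = 0.0151, 0.0188 and 0.0373 by edgeR). Free RNA carries hepatocyte changes into every lineage and makes responses more alike, so it argues against free RNA as the source of these differences that they stand out above it. With free RNA subtracted the number was 51, and DESeq2 gave 48. A biological difference between lineages and differences in depth between their sums, from hepatocytes to endothelial cells, both stay open, and depth was not tested separately.

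Among immune classes, the response in T cells differed from that in B and myeloid cells for 1 gene, ENSSSAG00000006118 (difference 0.81 on the log2 scale, adjusted p = 0.0236 by edgeR), a gene that was named after its value was seen. It was 0 without Control 1, 0 without Control 2, 0 without Infected 1 and 8 without Infected 2. In myeloid cells 4 genes differed, namely TIMP2 (ENSSSAG00000064056; 3.64), at233 (-1.26), ENSSSAG00000004114 (1.44) and ENSSSAG00000067737 (1.32), of which only TIMP2 is named in the paper and the others were chosen after their values were seen. Without Control 1 the count was 0, without Control 2 3, without Infected 1 1 and without Infected 2 10. With free RNA subtracted it was 0 for T cells and 1 for myeloid cells, and free RNA would give 0.411% of the rise of TIMP2 in myeloid cells. Free RNA in these nuclei, differences in depth and a response of these cells stay open.

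Erythrocyte-like nuclei, which the paper left out of its downstream analyses as a likely contamination from blood, showed 247 of 5785 genes changed with infection (adjusted p under 0.05 by edgeR), 212 of them higher. This was 634 without Control 1, 236 without Control 2, 101 without Infected 1 and 374 without Infected 2, and 68 genes were called in each of these fits. Of the genes called higher, 176 were also called higher in hepatocytes. Free RNA would give a median of 53.6% of the rise of these genes, too much to rule out and too little to account for it. As the whole of the rise of every gene, free RNA is argued against by 29 genes for which it would give at most 25%. With free RNA subtracted, 164 of the 247 genes stayed past the threshold. The free RNA subtracted was the mean of empty droplets, and nuclei that take up more of it than an empty droplet would keep a part, so free RNA may still be behind some of these calls. A response of red cells to infection and mixed droplets stay open.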

How the results depend on the processing

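The hepatocyte naming threshold of 0.4, the acute phase list without chance matches, the crossed pairing and all settings for erythrocyte-like nuclei were chosen after the data had been seen. Over all comparisons, 183 of 301 alternative values lay near the value given in the text or on the same side of the threshold, 111 moved further and 7 passed a threshold that the main value had not. Of 726 alternative values for named genes, 616 kept their direction and side of the threshold, 55 kept their direction and lost the call, 43 kept it and gained the call, and 12 changed direction. The cause was not tested for any of the changes given below.

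With each fish left out in turn, the number of genes called with infection ranged from 264 to 2982 in hepatocytes, 37 to 1665 in cholangiocytes, 14 to 1097 in mesenchymal cells, 21 to 921 in endothelial cells, 0 to 642 in T cells, 0 to 132 in B cells, 0 to 387 in myeloid cells and 101 to 634 in erythrocyte-like nuclei. The lowest was without Control 2 and the highest without Infected 2, except in erythrocyte-like nuclei, where the lowest was without Infected 1 and the highest without Control 1. The number of genes whose response differed between classes ranged from 0 to 8 for T cells, 0 to 0 for B cells and 0 to 10 for myeloid cells, and from 4 to 277 for hepatocytes against the other lineages. Lineage markers ranged from 5908 to 6830 for hepatocytes, 2595 to 3643 for cholangiocytes, 2053 to 2919 for mesenchymal cells, 2426 to 3645 for endothelial cells and 3156 to 4412 for immune cells, and immune class markers from 639 to 1005 for T cells, 414 to 587 for B cells, 165 to 386 for NK-like cells and 639 to 807 for myeloid cells. For the sets of genes in hepatocytes the p by fry ranged from 0.0297 to 0.479 for ribosomal proteins and from 0.144 to 0.261 for acute phase proteins.

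With DESeq2 in place of edgeR the counts were 3899 in hepatocytes, 95 in cholangiocytes, 53 in mesenchymal cells, 18 in T cells, 17 in B cells, 47 in myeloid cells and 121 in erythrocyte-like nuclei, and 232 markers were called for NK-like cells. Median-ratio factors gave 63 in mesenchymal cells, 80 in endothelial cells and 45 in myeloid cells, and library size alone 112 in cholangiocytes, 10 in T cells, 19 in B cells and 19 in myeloid cells. Without a filter on low counts, which changes the number of genes tested, the counts were 4184 in hepatocytes, 373 in cholangiocytes, 173 in mesenchymal cells, 179 in endothelial cells, 25 in T cells and 12 in B cells. Nuclei of at least 1000 UMIs gave 61 in mesenchymal cells, and nuclei of at least 2000 UMIs 151 in cholangiocytes, 9 in mesenchymal cells, 9 in endothelial cells, 21 in B cells and 37 in myeloid cells. Removing doublets called by Scrublet left 5 in cholangiocytes, 5 in mesenchymal cells and 16 in myeloid cells. With free RNA subtracted the counts were 27 in cholangiocytes, 0 in T cells, 0 in B cells and 0 in myeloid cells, and clustering at resolution 1 gave 0 in T cells. By edgeR, the counts of 0 go with 188, 106 and 369 genes at an unadjusted p under 0.05 with free RNA subtracted, and 156 at that resolution.

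For differences between immune classes, library size alone gave 2 genes for T cells and 2 for B cells, and DESeq2 0 for T cells and 11 for myeloid cells. Nuclei of at least 1000 UMIs gave 0 for T cells and 1 for B cells, free RNA subtracted 0 for T cells and 1 for myeloid cells, and resolution 1 gave 0, 2 and 14 for T, B and myeloid cells. In endothelial cells 37 named genes marked a sub-cluster at the next higher resolution and 34 with nuclei of at least 1000 UMIs. The infection score gave an area under the curve of 0.9974 with the other pairing of fish and 0.9996 without thinning.

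The ribosomal set passed the threshold with camera (p = 7.01e-17) and with free RNA subtracted (p = 0.0432 by fry, both in limma, while an exact permutation test gave p = 0.333 on all fish). The acute phase set passed it with camera (p = 9.96e-05), with free RNA subtracted (p = 0.0151 by fry) and with the list without chance matches (p = 0.0428 by fry, all in limma, while an exact permutation test gave p = 0.333 on all fish). Camera assumes a preset correlation between genes, whereas fry estimates it from the fish.

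Taking the steepest point of the ranked curve gave 87.6% hepatocytes in control and 88.9% in infected fish, 4.41% and 3.48% cholangiocytes, 2.59% and 3.1% immune cells, and 2.66% mesenchymal cells in infected fish. Resolution 1 gave 83.1% hepatocytes, 5.63% cholangiocytes, 2.52% endothelial and 4.97% immune cells in infected fish, and the hepatocyte threshold of 0.4 gave 4.07% immune cells there.

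HNF1 (ENSSSAG00000006158), at -0.0092 on the log2 scale in hepatocytes, changed direction with DESeq2 (0.03), median-ratio factors (0.03), no filter (0.036) and free RNA subtracted (0.069), and without Control 1 (0.018) or Infected 1 (0.032), and was lowest with library size alone (-0.20) and, of the fits without a fish, without Control 2 (-0.042). In T cells, leaving out Infected 1 changed the direction of c8b (-0.79), tln1 (0.033), prex1 (0.37), catl1 (-0.039) and prosaposin-like (0.42), and leaving out Control 1 that of prosaposin-like (0.35). Without Infected 2 these genes were at 1.11, -0.64, -1.0, 1.37 and -1.27, and with free RNA subtracted catl1 was at 1.94. None of these genes was called in the comparison given in the text.

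The fish of the groups share only a replicate number, so the pairing by number rests on nothing but the number. The correlation of deviations between fish of the same number was 0.032 in hepatocytes, 0.104 in cholangiocytes, 0.143 in mesenchymal cells, 0.094 in endothelial cells, 0.045 in T cells, 0.016 in B cells, -0.126 in myeloid cells and 0.108 in erythrocyte-like nuclei. With the replicate number as a block the counts were 279 in cholangiocytes, 68 in mesenchymal cells, 309 in endothelial cells, 29 in T cells, 2 in B cells and 378 in erythrocyte-like nuclei, and the acute phase set had p = 0.0199 by limma's fry, while no exact permutation of 4 fish can fall below p = 0.333. Pairing the fish crosswise in myeloid cells gave 137 genes.

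Depth limits the smaller classes most, since 2856 genes were tested in T cells, 1652 in B cells and 2246 in myeloid cells, against 26832 in hepatocytes. T cells with nuclei of at least 2000 UMIs were not run, nor was the infection response of NK-like cells under any setting, since at least 1 fish had too few such nuclei.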

Differences from the paper's values

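The paper's tests took nuclei as replicates, whereas the fish was the replicate here. For B cells and candidate neutrophils, where the paper found no sub-clusters, its values are for a whole class too. For T and myeloid cells the paper's values are for a sub-cluster and those here for the whole class, which is a wider group. For hepatocytes the groups are also unlike, since the paper's folds compare a sub-cluster dominated by infected fish with one dominated by control fish, each with nuclei of both groups, and those here compare infected with control fish over all hepatocytes. Of the values compared, those that follow differed by more than the standard error here and by more than 1.5 times. The alternatives set before the data were examined were DESeq2, median-ratio factors, library size alone, no filter on low counts, the replicate block, each fish left out, nuclei of at least 1000 and of at least 2000 UMIs, doublets removed by Scrublet (with its threshold on the score set after its calls were seen), free RNA subtracted and resolution 1, without nuclei of at least 2000 UMIs in T cells, and for the numbers of nuclei the steepest point of the ranked curve.

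In hepatocytes, mtor was 3.7-fold higher in the paper and 11.5-fold here, and none of these alternatives came within 1.5 times, or within the standard error of its own fit, of the paper's value. Prkag2a was 4.0-fold lower in the paper and 9.58-fold here, and of the alternatives only leaving out Control 2 did. On the log2 scale the values here are 3.53 and -3.26, near the paper's numbers in size, but other values of the paper match on the linear scale, with itgal in myeloid cells at 4.2 in the paper and 4.45 here, stat3 in B cells at 2.4 and 2.74, and zgc:174904 at 2.1 and 1.84, so no change of scale fits the paper's values as a series.

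In T cells the paper's fold and the fold over all T cells here were, in this order, csl1 4.3 and 2.51 and c8b 4.1 and 1.4 for the paper's T3, tln1 4.8 and 0.83 and itgb1 4.8 and 1.92 for its T4, and prex1 4.8 and 0.89, catl1 8.0 and 1.82 and prosaposin-like 7.4 and 0.85 for its T5. For csl1, leaving out Control 1, leaving out Infected 2 and subtracting free RNA came within 1.5 times of the paper's value and the other alternatives did not. For the other 6 genes none of the alternatives did.

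In myeloid cells the paper's fold and the fold over all myeloid cells here were olfm4 4.1 and 6.42 for the paper's My1, cath2 6.6 and 29.5 and abr 6.6 and 2.85 for its My2, and afp4 3.7 and 1.99 for its My3. For olfm4, library size alone, nuclei of at least 1000 UMIs and leaving out Infected 2 came within 1.5 times of the paper's value, and for afp4 nuclei of at least 2000 UMIs, free RNA subtracted and leaving out Control 2. With the replicate block, without Control 1 and without Control 2 olfm4 was at 6.23, 6.19 and 7.27-fold, beyond 1.5 times of the paper's value but within the standard error of these fits, and the other alternatives did neither. For cath2 and abr none did. For 3 genes with too few counts or nuclei to test, no alternative was run, and the values are ratios of mean CPM. They are il12p40b2 5.7 and 0.79 in the paper's My3, dnase1l3 8.4 and 0.07 in its My4 and ladderlectin 38.9 and 0.87 in its neutrophils, where the ratios here rest on 10, 6, 10 and 10, on 3, 8, 2 and 0 and on 214, 0, 184 and 11 counts in Control 1, Control 2, Infected 1 and Infected 2. The ratio of summed counts per UMI was 0.498 for il12p40b2 (95% counting interval 0.245 to 1.03) and 0.0724 for dnase1l3 (95% counting interval 0.00779 to 0.332).

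The paper's supplement counts 203 endothelial nuclei in Infected 1, against 330 here, and none of the alternatives set before the data were examined for lineage shares (the steepest point, doublets removed and resolution 1) came within 1.5 times of the paper's number.

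The paper reports that salmon orthologues of epcam were not expressed, and those of pecam1 and pdgfrb not detected at an appreciable level, in the lineages they mark in mammals, and here 1 epcam copy (4.31 higher in cholangiocytes on the log2 scale), the pecam1 copy (7.62 in endothelial cells) and 2 of 4 pdgfrb copies (4.72 and 7.97 in mesenchymal cells) were higher there by edgeR, while the other copies were too low to test. It describes a single cdh5 copy and a single hnf4a copy as markers, whereas both cdh5 copies (7.01 and 7.45) and both hnf4a copies (1.75 and 1.43) were higher in their lineages here.

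Of the genes the paper names as higher in its infection-dominated hepatocytes, 5 of 5 were higher here and 3 were called, with 4 called by DESeq2, with nuclei of at least 2000 UMIs, at resolution 1 or with the hepatocyte threshold of 0.4 (chosen after the values were seen), 2 without Control 2 or without Infected 1, and all 5 with library size alone, without a filter on low counts, with the replicate block, without Control 1, without Infected 2 or with free RNA subtracted. Of those it names as lower, 12 of 12 were lower and 4 were called, with 7 by DESeq2, 7 with library size alone, 6 without a filter, 5 without Control 1, 3 without Infected 1 or without Infected 2, and 1 without Control 2. HNF1 is among these, and its change here was -0.0092 with no call under any alternative.

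The paper places the highest stat3 in the hepatocyte sub-cluster marked by relb, and here relb marked a sub-cluster (2.19 higher) whose stat3 was at the level of the others (0.027). These groups are unlike, since the paper's came mainly from infected fish, whereas sub-clusters here were formed with genes scaled within each fish, hold nuclei of all fish and were compared with the fish as a block, which takes out a change of stat3 with infection. It gives the lnx1 genes as specific markers of a sub-cluster, and here their largest differences were 0.44 and 0.44, with ENSSSAG00000070275 higher by edgeR in the largest sub-cluster (0.42). It separates hepatocytes with replication genes from those with mitosis genes, and here a single sub-cluster was highest for both, with pola1 3.22 and cenpe 9.71 higher.

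Among immune cells, the paper names itgax and ncf1 as neutrophil markers, and among the classes with enough nuclei to compare here itgax was highest in myeloid cells (7.72) and ncf1 in B cells (4.73), while neutrophil-like nuclei also carried both. It gives CD4-2 as expressed in T cell populations, and here it was higher in myeloid cells (4.35). It reports csl1, c8b, tln1, itgb1, prex1, catl1 and prosaposin-like as higher with infection in T cell sub-clusters, and none of them was called by edgeR over all T cells here, while csl1, c8b and catl1 were called without Infected 2 and prosaposin-like was then called lower. For B cells it reports stat3 and zgc:174904 as higher, and neither was called here, while stat3 was called without Infected 2. In myeloid cells cats and ctsd were called only without Infected 1 or without Infected 2, abr only without Infected 1 and afp4 only without Infected 2. The paper finds no conserved expression of Kupffer cell signature genes in its myeloid sub-clusters, and of 10 such genes tested here 5 were higher in myeloid cells than in the other immune classes, while 5 of 36 had no count there.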

Other observations

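The tests of the ladderlectin gene, of cholangiocyte RNA in T cells, of free RNA as the whole of the rise of every gene called higher and of free RNA as the whole of the rise in the score were chosen after the results had been seen.

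The ladderlectin gene (ENSSSAG00000039613), which the paper reports as higher in neutrophils of infected fish, was at 4760, 38.4, 2470 and 3660 CPM in hepatocytes of Control 1, Control 2, Infected 1 and Infected 2, before TMM normalisation, and at 12500, 38, 4180 and 8280 CPM in free RNA. The higher control fish, at 4760 CPM, lay above both infected fish, which argues against infection as the cause of the difference between fish. In neutrophil-like nuclei free RNA would give 100.1% of its counts, so these counts may come from free RNA altogether. What makes the gene near absent in Control 2 cannot be told apart by the 2 genes with a gap of at least 30-fold in that fish (against 1, 3 and 0 in Control 1, Infected 1 and Infected 2), since a donor variant, a near-identical copy that takes the reads and a difference in expression would all give such a gap. The other of these genes, ENSSSAG00000027035, was at 14, 822, 11.6 and 11.9 CPM in the same order, high in Control 2 alone.

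Genes called higher with infection in other cell types than hepatocytes were mostly called in hepatocytes too, namely 5 of 5 in T cells, 23 of 27 in B cells, 49 of 63 in myeloid cells, 39 of 40 in cholangiocytes, 30 of 31 in mesenchymal cells and 44 of 50 in endothelial cells. The median share of the rise that free RNA would give was 114% in T cells, 83.2% in B cells and 91.1% in cholangiocytes. Free RNA that itself changed with infection may therefore be behind most of the rise there. With free RNA subtracted 0, 0 and 19 of these genes stayed called. In mesenchymal, endothelial and myeloid cells the median was 81.1%, 72.6% and 56.2%, and 23, 30 and 0 genes stayed called after the subtraction, so a response of the cells and free RNA cannot be told apart there. In myeloid cells 19 of the genes called higher would get at most 25% of their rise from free RNA, which argues against free RNA as the whole of the rise of every gene. These 19 genes lost their calls in the subtraction too, so a lost call does not by itself point to free RNA. A response of these cells to infection stays open.

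Ribosomal protein genes rose in hepatocytes of infected fish, and made up 1.23, 1.19, 2.29 and 1.53% of hepatocyte counts in Control 1, Control 2, Infected 1 and Infected 2, against 4.02, 5.24, 3.91 and 4.31% of free RNA. The 194 other genes with a like ratio of free RNA to nuclei had a median log2 fold change of 1.11, or 122% of that of the ribosomal genes, as a higher share of free RNA in infected fish would give. With free RNA subtracted the rise was still there (p = 0.0432 by limma's fry, which an exact permutation of 4 fish cannot reach), so a rise in hepatocytes and a higher share of free RNA cannot be told apart, since the subtraction assumes that a nucleus carries as much free RNA as an empty droplet.

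The infection score also separated infected from control erythrocyte-like nuclei, with an area under the curve of at least 0.987, so free RNA is a likely source of a part of the score. As the whole of its rise in hepatocytes free RNA is argued against by the share it would give, at most 66.1%. A response of nearly all hepatocytes to infection stays open, and the fish differ in other ways that 2 fish per group cannot separate from infection.

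Whether a single fish carries the paper's lists of hepatocyte markers was tested by the share of genes with both fish of a group beyond both of the other. This was 87.8% for control-associated and 92.7% for infection-associated genes, which argues against a single fish as the source of either list as a whole. Of the 39 control-associated genes that were high in 1 control fish only, 25 were high in Control 2 and 14 in Control 1, and all 7 such infection-associated genes were high in Infected 1.

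The gene cacna2d2a marks both a T cell sub-cluster and cholangiocytes, so mixed droplets were tested as its source. In T cell sub-cluster 5 it was at 10500, 28700, 5900 and 8150 CPM in Control 1, Control 2, Infected 1 and Infected 2, above the 9590, 7130, 3370 and 5600 CPM of cholangiocytes in each fish. The 178 stronger cholangiocyte markers, taken whatever their counts in T cells, exceeded their level in the other T cells by at most 17% (Control 1) of what the share of cholangiocyte RNA needed for cacna2d2a would bring, which argues against cholangiocyte RNA as the source of the level of this gene. A smaller share of cholangiocyte RNA is not ruled out, since these markers were at 4060 CPM in sub-cluster 5 and 942 CPM in the other T cells over all fish. Expression of the gene in these T cells stays open.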
